# Epidermal PPARγ Is a Key Homeostatic Regulator of Cutaneous Inflammation and Barrier Function in Mouse Skin

**DOI:** 10.3390/ijms22168634

**Published:** 2021-08-11

**Authors:** Raymond L. Konger, Ethel Derr-Yellin, Teresa A. Zimmers, Terrence Katona, Xiaoling Xuei, Yunlong Liu, Hong-Ming Zhou, Ed Ronald Simpson, Matthew J. Turner

**Keywords:** peroxisome proliferator-activated receptor gamma, transcriptomic changes, cutaneous phenotype, asebia

## Abstract

Both agonist studies and loss-of-function models indicate that PPARγ plays an important role in cutaneous biology. Since PPARγ has a high level of basal activity, we hypothesized that epidermal PPARγ would regulate normal homeostatic processes within the epidermis. In this current study, we performed mRNA sequencing and differential expression analysis of epidermal scrapings from knockout mice and wildtype littermates. *Pparg*-/-^epi^ mice exhibited a 1.5-fold or greater change in the expression of 11.8% of 14,482 identified transcripts. Up-regulated transcripts included those for a large number of cytokines/chemokines and their receptors, as well as genes associated with inflammasome activation and keratinization. Several of the most dramatically up-regulated pro-inflammatory genes in *Pparg*-/-^epi^ mouse skin included *Igfl3*, *2610528A11Rik*, and *Il1f6*. RT-PCR was performed from RNA obtained from non-lesional full-thickness skin and verified a marked increase in these transcripts, as well as transcripts for *Igflr1*, which encodes the receptor for Igfl3, and the 2610528A11Rik receptor (*Gpr15*). Transcripts for *Il4* were detected in *Pparg*-/-^epi^ mouse skin, but transcripts for *Il17* and *Il22* were not detected. Down-regulated transcripts included sebaceous gland markers and a number of genes associated with lipid barrier formation. The change in these transcripts correlates with an asebia phenotype, increased transepidermal water loss, alopecia, dandruff, and the appearance of spontaneous inflammatory skin lesions. Histologically, non-lesional skin showed hyperkeratosis, while inflammatory lesions were characterized by dermal inflammation and epidermal acanthosis, spongiosis, and parakeratosis. In conclusion, loss of epidermal *Pparg* alters a substantial set of genes that are associated with cutaneous inflammation, keratinization, and sebaceous gland function. The data indicate that epidermal PPARγ plays an important role in homeostatic epidermal function, particularly epidermal differentiation, barrier function, sebaceous gland development and function, and inflammatory signaling.

## 1. Introduction

Three different isoforms of peroxisome proliferator-activated receptors (PPAR) have been identified: PPARα, PPAR β/δ, and PPARγ. All PPARs belong to the family of type II ligand-activated nuclear transcription factors and bind to DNA at peroxisomal proliferators response elements (PPRE) as a heterodimeric complex with retinoid X receptors [1]. PPARγ was initially associated with its ability to transactivate genes associated with adipogenesis, lipid metabolism, glucose homeostasis and cellular energy balance [1,2]. Whole body deletion of *Pparg* in mice causes lipodystrophy, organomegaly, severe type 2 diabetes and the inability to shift from glucose to lipids as an energy source [3]. Inactivating germline mutations of *PPARG* in humans causes severe lipodystrophy, severe hypertension, diabetes, dyslipidemia, and hepatic steatosis [4]. While synthetic thiazolidinedione-class PPARγ agonists were initially used as anti-diabetic agents, PPARγ ligands have more recently been examined as potential therapeutic or chemoprevention targets for dermatologic conditions, including cancer and inflammatory dermatoses [1,5].

PPARγ is activated by a wide variety of synthetic, dietary, and endogenous ligands [1]. Endogenous ligands include the following lipid species: cyclooxygenase products such as prostaglandin J2 metabolites, lipoxygenase products such as 9- or 13-hydroxyoctadienoic acids and 15-hydroxytetraenoic acid, oxidized glycerophosphocholines, oxidized mono and polyunsaturated fatty acids, and nitroalkene derivatives of linoleic acid [1,6,7,8]. An increasing number of dietary phytochemicals also have PPARγ ligand activity [1,9,10]. Moreover, PPARγ has a high degree of ligand-independent constitutive activity [2]. Thus, the relative abundance of endogenous and dietary PPARγ ligands and the high basal activity suggests that PPARγ may exhibit a high degree of constitutive activity and therefore might be necessary for regulating normal homeostatic cellular functions. This idea is further suggested by the phenotypic changes associated with germline deletion in mice [3].

In skin, PPARγ is widely expressed in keratinocytes of the interfollicular epidermis, as well as the pilosebaceous unit, including hair matrix keratinocytes, dermal papilla cells, inner root sheath cells, and sebocytes [11]. Exogenous PPARγ ligand application is known to suppress keratinocyte growth, induce differentiation, promote lipid synthesis, and enhance epidermal barrier function [6,8]. In cultured sebaceous cells, PPARγ ligands initiate sebocyte differentiation to form sebum lipid droplets [12]. Tissue-specific deletion of *Pparg* in bulb stem cells (Krt15-promoter dependent Cre) resulted in a scarring alopecia and sebaceous gland hypoplasia that resembles human lichen planopilaris [13]. An asebia skin phenotype was also observed in a whole body *Pparg* knockout mouse [11]. In this study, the absence of sebum production was theorized to be responsible for a progressive loss of hair follicles, or alopecia [11]. This idea is supported by other asebia mouse models, which also exhibit alopecia [14,15]. Notably, sebaceous gland hypoplasia in human psoriasis has also been linked to psoriatic alopecia [16].

PPARγ has potent anti-inflammatory activity [1]. There is strong evidence that PPARγ may suppress the inflammation associated with inflammatory dermatoses. Relative to normal human control skin, PPARγ transcripts in psoriatic and atopic lesions are reduced 8- and 3.3-fold, respectively [17]. Another study demonstrated that *PPARG* mRNA is significantly decreased in human lichen planopilaris, a form of scarring (cicatricial) alopecia [13]. In human studies, systemic PPARγ agonists have shown clinical activity in psoriasis [5,18,19], atopic dermatitis [20], and cicatricial alopecia [21]. PPARγ agonists were also effective in a mouse model of psoriasis [22]. However, in mouse models of atopic dermatitis, results have been inconclusive. Several groups reported improvements in eczematous lesions following topical application of PPARγ ligands either alone [23], or in combination with glucocorticoids [24]. However, other groups failed to show therapeutic efficacy of topical PPARγ agonists in mouse models of atopic dermatitis [25,26].

In our studies, we have utilized a keratin 14 (Krt14)-promoter-driven Cre recombinase to delete floxed *Pparg* in mice to examine how the loss of epidermal *Pparg* alters tumorigenesis, contact hypersensitivity, and anti-tumor immune responses [1,27,28,29]. Keratin 14 is expressed in basal keratinocytes throughout the interfollicular and follicular epidermis [30], so this strategy provides an assessment of *Pparg* loss throughout the epidermis. Given that PPARγ has a high level of basal or constitutive activity, we hypothesized that PPARγ might play an important role in regulating homeostatic keratinocyte processes involving lipid metabolism, cellular growth and differentiation, and inflammatory signaling. We therefore performed whole transcriptome sequencing and differential expression analysis and compared the observed changes to our observations of baseline phenotypic changes in mice lacking epidermal *Pparg*. Our data show that loss of epidermal *Pparg* results in a surprising number of changes in the basal transcriptome. In this report, we focus on those transcriptome changes that are associated with sebaceous gland development, lipid barrier formation, keratinocyte differentiation, and inflammation.

## 2. Results

### 2.1. Epidermal Pparg Plays an Important Role in Suppressing Cutaneous Inflammation

B6.129-*Pparg^tm2Rev^*/J mice have two loxP sites flanking exons 1 and 2 of the *Pparg* gene [31]. Cre-mediated excision of the floxed alleles results a deletion mutant transcript [31]. We first verified that Cre-based recombination occurs in keratinocytes, we isolated mouse keratinocytes from C57.*Pparg*-/-^epi^ mice and wildtype (WT) sibling controls and performed qRT-PCR to verify the presence of deletional mutants. Figure S1 shows that wildtype keratinocytes express only the 700 bp wildtype allele. In contrast, the 300 bp mutant transcript was detected only in keratinocytes obtained from C57.*Pparg*-/-^epi^ mice. The presence of wildtype *Pparg* transcripts in the C57.*Pparg*-/-^epi^ mice is likely reflective of fibroblast contamination.

We next examined how the loss of epidermal *Pparg* altered the transcriptome in the epidermis and the superficial dermis. 

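Epidermal scrapings from the dorsal skin of 12 mice were sequenced, 6 WT and 6 Pparg-/-epi, with 1 library per mouse. The authors deposited the number of reads they counted on each gene, without normalization, after alignment with STAR to mm10, removal of multi-mapped reads and counting per gene with featureCounts. The deposited table lists 14533 genes, and each has more than 0.5 CPM (counts scaled to a common library total) in at least 6 mice. Total counts ranged from 10120840 to 16947632 in WT mice, with a median of 15281737.5, and from 11272135 to 18851255 in Pparg-/-epi mice, with a median of 13811853.5, and did not differ between the groups (exact permutation test, two-sided, p = 0.965). The raw reads that the paper's supplement lists are higher, from 20482628 to 29620205 per library, and the values here use the counted reads. One count was worth 0.0520 to 0.107 CPM, and 3 counts, taken as the floor, 0.156 to 0.320 CPM. Pparg, on chromosome 6 from 115360951 to 115490401 of mm10, had 59, 269, 5, 15, 58 and 13 counts in WT mice and 100, 107, 89, 16, 32 and 25 counts in Pparg-/-epi mice, a log2 fold change of -0.10 (standard error 0.71, adjusted p = 0.949). The paper states that Cre excision leaves a shortened Pparg transcript, and the counts are summed over the whole gene, so they do not tell the genotypes apart. Without WT replicate 2 the log2 fold change of Pparg was 0.86. Xist was between 1261 and 2748 CPM in the 7 female mice and between 0.237 and 1.37 CPM in the 5 male mice, which matches the sex in the labels. The median age of the mice was 12 weeks by the sample labels and 12.2 weeks by Supplemental Table S1, which differ most for WT replicate 2 (9 and 12.4 weeks) and Pparg-/-epi replicate 10 (8 and 12 weeks), and the ages of the supplement were used where age was a covariate. Counts were compared with edgeR's quasi-likelihood test after TMM normalization over all listed genes. Every adjusted p is from that test with Benjamini-Hochberg adjustment unless another test is named, and a gene was counted as altered at an absolute log2 fold change of at least 0.6 and an adjusted p under 0.05. CPM values are given as mean ± SD with n = 6 mice in each group.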

After the isolation of total RNA from epidermal scrapings of C57.*Pparg*-/-^epi^ (KO) mice and WT sibling controls, we performed mRNA sequencing. 

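Over the 500 genes that differed most between each pair of mice, the root-mean-square log2 difference averaged 3.64 between a WT and a Pparg-/-epi mouse and 2.86 between mice of the same group. The difference of 0.782 was tested over all splits of the 12 mice into 6 and 6 (exact permutation test, one-sided, p = 0.00433). The first dimension held 38.7% of the variance and the second 20.3%. On the first dimension WT replicate 2 lay at 1.19, among the Pparg-/-epi mice, which lay between 0.124 and 1.97, while the remaining WT mice lay between -1.99 and -0.909.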

Multi-dimensional scaling of the mRNA sequencing data for each of the WT and C57.*Pparg*-/-^epi^ skin showed good separation and clustering of the experimental groups (Figure 1A). Figure 1B shows a summary of the mRNA sequencing data. The read quality was good, with a minimum of 91.8% of reads having a base call accuracy of 99.9% (Q30). After aligning reads to the mouse reference genome (mm10) and performing gene annotation, differential expression (DE) analysis was performed (Supplemental Table S1). In Figure 1C, we show that there was no significant difference in the RNA integrity numbers (RIN) for the WT and C57.*Pparg*-/-^epi^ mouse groups. It should be noted that RNA was extracted from non-lesional tissue in the absence of any external stimuli, thus, the DE analysis represents alterations in the normal physiologic transcriptome. 

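RIN was 6.88 ± 1.03 (SD, n = 6) in WT mice and 7.55 ± 1.07 (SD, n = 6) in Pparg-/-epi mice, with a range from 5.7 to 8.6 over all mice. The difference of 0.667 was within the spread between mice (exact permutation test, two-sided, p = 0.310).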

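Of the 14533 genes tested, 1493 (10.3%) were altered, 754 higher and 739 lower in Pparg-/-epi mice. With the likelihood ratio test of edgeR, which the paper's methods name, 1712 genes were altered, and 1489 of them were also altered in the quasi-likelihood test. In 1148 genes (7.90%) all 6 mice of a group lay on one side of all 6 mice of the other, where chance gives 0.216%, and 813 of the altered genes were among them. A log2 fold change of 2 or more in size was found in 153 of the higher and 100 of the lower genes. The number altered moved most with the mice included: it was 651 among the 7 female mice alone, 2249 without WT replicate 2, and 389 against the 2 WT mice outside the breeding number that most WT mice shared, a comparison chosen after seeing the data. Genotype and sex together gave 0 genes with an interaction past an adjusted p of 0.05 and 741 genes at an unadjusted p under 0.05. The breeding numbers in the mouse names were unevenly spread over the groups, as 4 of the 6 WT mice shared a number that no Pparg-/-epi mouse had. With earlier and later breeding numbers as 2 blocks in the model, an alternative chosen after seeing the data, 1354 genes were altered. Only 1 breeding number held mice of both groups, 1 of each, so a comparison within breeding numbers would rest on that pair alone.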

Under these basal conditions, loss of epidermal *Pparg* was associated with altered expression of 1707 out of 14,482 (11.78%) transcripts (≥1.5-fold change; FDR < 0.05) (Figure 1D and Supplemental Table S1).

Phenotypically, loss of epidermal *Pparg* was also associated with an altered skin phenotype in nearly all mice (Figure 2A and Figure S2, Supplemental Table S2). Partial alopecia and dry flaky skin with dandruff was seen in most C57.*Pparg*-/-^epi^ mice. Inflamed skin lesions, either seen as blepharitis or visible erythematous patches, were also highly prevalent (Supplemental Table S2). As mice aged, they exhibited increased numbers of visible wounds, with 75% of C57.*Pparg*-/-^epi^ mice at 18–23 weeks exhibiting wound lesions (Supplemental Table S2). The skin lesions were seen to be most prevalent on the head, the caudal aspect of the ears, and the forward flanks of the mice. C57.*Pparg*-/-^epi^ mice also exhibited increased scratching behavior, which was also observed in mice with a cytokeratin-15-driven loss of *Pparg* [13]. Thus, the wounded areas were likely due to self-mutilation. 

Using iPathwayGuide (Advaita Bioinformatics, Ann Arbor, MI, USA), we next performed pathway analysis by comparing the DE data set against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Thirteen different KEGG pathways were matched to the DE analysis with an FDR cutoff <0.05 (Figure 2B). The top KEGG pathway was the cytokine–cytokine receptor interaction (KEGG:04060), in which 63 of 176 genes in the KEGG gene set were significantly altered in the DE analysis. Figure 2C shows the top 20 genes that annotate to this KEGG pathway (see Supplemental Table S3 for all 63 genes). 

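Supplemental Table S3 lists 63 genes, all in the deposited table, and 57 of them were altered in the quasi-likelihood test, 38 higher and 19 lower in Pparg-/-epi mice. The likelihood ratio test gave 44 higher and 19 lower. Adjusted over the list alone, all 63 were altered, which is not independent evidence because the paper chose the list from these libraries. In 30 of the 63 genes the groups did not overlap, which for the same reason cannot be set against the 0.216% that chance gives. Among genes with 10 counts or more in every mouse, 37 of the listed genes were altered.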

Of the 63 gene transcripts, 44 were upregulated (69.8%).

Gene ontology (GO) analysis also indicated a role for epidermal *Pparg* in regulating inflammation. Molecular function GO term analysis returned cytokine activity (GO:0005125) as the top correlated GO term (Figure S3A; see Supplemental Table S4 for all 42 genes in the DE data set that correlate with the cytokine activity GO panel). 

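Of the 42 genes of the cytokine activity list, 38 were altered, 31 higher and 7 lower in Pparg-/-epi mice, and all 42 when adjusted over the list alone, a list the paper chose from these libraries. Il31ra fell by 2.99 on the log2 scale (standard error 0.71, adjusted p = 0.0139), but its WT counts ran from 1 to 259 and overlapped the 9 to 23 counts of Pparg-/-epi mice.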

As seen in Figure 2C and Figure S3B, with the exception of one transcript (*Il31ra*), all of the top regulated pro-inflammatory transcripts were increased by loss of epidermal *Pparg*. This supports previous reports that PPARγ agonists have anti-inflammatory activity in skin [5,18,19,20,21,22,23,24,25,26]. It also indicates that epidermal PPARγ serves as a key modulator of baseline cutaneous inflammatory signaling.

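The chemokines of the cytokine activity list included Ccl1, with a log2 fold change of 3.37 (standard error 0.55, adjusted p = 0.00178), and Ccl2, with a log2 fold change of 2.48 (standard error 0.52, adjusted p = 0.00699). Without WT replicate 2 the log2 fold change of Ccl2 was 3.24. Neither Ccl1 nor Ccl2 was altered in female mice alone (adjusted p = 0.0629 and 0.105). Cxcl9 was 8.03 ± 4.97 CPM in WT and 36.0 ± 35.8 CPM in Pparg-/-epi mice, with 130 to 1786 counts in the latter. Its log2 fold change was 2.18 with all mice and 1.42 without Pparg-/-epi replicate 9, and it was not altered in female mice alone. Ccl7, Ccl17, Ccl19 and Ccl20 were altered with adjusted p between 0.0384 and 0.0437, and with total counts in place of TMM factors none of the 4 was altered. From the higher cytokine and chemokine transcripts the paper concludes that PPARγ in the epidermis modulates inflammatory signaling at baseline.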

In Figure 3, we show representative photomicrographs of non-lesional (Figure 3A) and erythematous lesional skin (Figure 3B) in C57.*Pparg*-/-^epi^ mice. Non-lesional skin showed hyperkeratosis and the absence of visible sebaceous glands (discussed below). Lesional skin shows areas of parakeratosis and intracorneal serum, neutrophils, and focal hemorrhage (Figure 3B). C57.*Pparg*-/-^epi^ lesional epidermis was acanthotic and mildly spongiotic with subjacent proliferation of hair follicle epithelium. Lesional skin was also associated with increased inflammatory infiltrates and areas of dermal fibrosis.

Upon injury or pathogen exposure, damage-associated molecular patterns (DAMPs) released by damaged cells or pathogen-associated molecular patterns (PAMPs) are detected by pattern recognition receptors (PRR) and upregulate the expression of alarmins that have direct antimicrobial activity or stimulate the innate immune system [32]. Given that the skin is a major barrier to environmental pathogens, it is interesting that loss of epidermal *Pparg* also strongly correlated with antimicrobial pathways (Mus musculus GO: 0019730, Figure 3C and Supplemental Table S5). This panel includes a number of known alarmins and/or antimicrobial peptides: *S100a9* [33], *Krt6a* [32], *Slpi* [34], *Colec11* [35,36], and *Pglyrp1* and *3* [37]. The top up-regulated gene transcript, neuropeptide Y (*Npy*), has also been shown to regulate inflammation and to promote the release of the alarmin HMGB1 (high mobility group box 1) from mouse macrophages [38]. 

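Of the 23 genes of Supplemental Table S5, 20 were altered, 18 higher and 2 lower in Pparg-/-epi mice, and 22 when adjusted over the list alone, a list the paper chose from these libraries. Npy was higher in Pparg-/-epi mice, with a log2 fold change of 3.45 (standard error 0.82, adjusted p = 0.0135). Its counts were low, 0 to 13 in WT and 3 to 110 in Pparg-/-epi mice, and with age as a covariate its adjusted p was 0.0557. S100a9 had a log2 fold change of 2.74 (standard error 0.51, adjusted p = 0.00403) and Slpi a log2 fold change of 2.51 (standard error 0.52, adjusted p = 0.00707), and in both every Pparg-/-epi mouse lay above every WT mouse. Without WT replicate 3 the log2 fold change was 3.41 for S100a9 and 3.17 for Slpi. Pglyrp1 and Pglyrp3 rose by 1.27 and 1.00 on the log2 scale (adjusted p = 0.0192 and 0.0116), and Pglyrp1 was not altered without Pparg-/-epi replicate 9. Colec11 was not altered (adjusted p = 0.0597), though the likelihood ratio test gave 0.0290.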

While not a member of this GO panel, it should be noted that *S100a8* is also a known alarmin [33] and was also strongly elevated in C57.*Pparg*-/-^epi^ mouse skin (6.65-fold, FDR = 1.16E-07). 

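S100a8, on chromosome 3 from 90669071 to 90670034 of mm10, had 10 to 44 counts in WT and 124 to 329 counts in Pparg-/-epi mice, a log2 fold change of 2.74 (standard error 0.44, adjusted p = 0.00165). All 6 Pparg-/-epi mice were above all 6 WT mice (exact permutation test, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow).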

*Ccl1, Ccl2*, Ccl17, Ccl19, *Cxcl9*, and *Cxcl10* all represent kinocidin chemokines that contain a γ-core motif characteristic of classical AMPs and have direct microbicidal activity [39]. *Cxcl12* (2.25-fold; Supplemental Table S1), and *Ccl7* (2.83-fold; Supplemental Table S4) represent additional chemokines that contain the γ-core domains [39], yet are not included in the GO: 0019730 panel. 

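Cxcl12 was 47.4 ± 73.3 CPM in WT and 107 ± 53.5 CPM in Pparg-/-epi mice. Its log2 fold change of 1.17 (standard error 0.74) was within the spread between mice (adjusted p = 0.327, and 0.288 with the likelihood ratio test). WT replicate 2 alone had 3682 counts, and without it the log2 fold change was 2.57 (adjusted p = 0.00285). Ccl7 had a log2 fold change of 1.50 (standard error 0.46, adjusted p = 0.0437), and it lost its adjusted p under 0.05 in 10 of the 12 fits that each left out 1 mouse.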

CCL20 is also known to have potent antimicrobial activity due to structural features similar to human β-defensin-2 [40]. The increase in the B-cell leukemia 3 gene (*Bcl3*) is also interesting as this gene product is a member of the IκB protein family and acts to promote the expression of alarmin and AMP genes in keratinocytes [33]. 

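Bcl3 was 6.98 ± 2.92 CPM in WT and 26.3 ± 6.50 CPM in Pparg-/-epi mice, a log2 fold change of 1.91 (standard error 0.30, adjusted p = 0.00134), and the groups did not overlap.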

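The paper's list of antimicrobial genes names Ang2 an angiogenin of the ribonuclease A family, while its text calls it angiopoietin-2. The values here are for the gene of that symbol. Ang2 was not altered in the quasi-likelihood test, with a log2 fold change of 1.73 (standard error 0.63, adjusted p = 0.0838). With the likelihood ratio test its adjusted p was 0.0422. It had 1 to 37 counts in WT mice and 13 to 37 in Pparg-/-epi mice, and the 37 counts at the top of the WT range were from WT replicate 2.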

Angiopoietin-2 (*Ang2*) promotes angiogenesis and is shown to promote survival in mouse sepsis models [41]. An additional AMP that was not listed in the GO panel in Figure 3C and Supplemental Table S5 is defensin beta 6 (*Defb6*) (Supplemental Table S1). 

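Defb6, on chromosome 8 from 19225478 to 19228209 of mm10, was 73.7 ± 87.1 CPM in WT and 421 ± 48.9 CPM in Pparg-/-epi mice, a log2 fold change of 2.51 (standard error 0.57, adjusted p = 0.0109). The groups did not overlap in its CPM. With each mouse left out in turn, the log2 fold change stayed between 2.31 and 3.40, the highest without WT replicate 2. In female mice alone Defb6 was not altered (log2 fold change 1.99, adjusted p = 0.167).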

Defensin beta 6 (5.71-fold change, FDR = 1.70E-04) is a member of the class of beta defensins that play a key role in epidermal barrier protection as broad-spectrum microbicidal agents with additional immunomodulatory activity [42]. 

### 2.2. Differential Expression Analysis Indicates That C57.Pparg-/-^epi^ Mice Exhibit Increased Expression of Inflammasome Mediators

From the above data, it is clear that the loss of epidermal *Pparg* promotes a pro-inflammatory phenotype. Alarmins such as the calgranulins (*S100a8* and *9*) trigger inflammation by promoting inflammasome activation and downstream pyroptosis. Inflammasome-mediated pyroptosis is a form of pro-inflammatory programmed cell death in which cellular contents are released through pores formed by proteins known as gasdermins [43,44]. GO analysis of biological processes also linked to genes annotated to pyroptosis. A total of 9/17 genes in the Mus musculus pyroptosis GO term (GO:0070269; *p*-value = 3.30E-04) that were identified in our sequencing data were significantly altered (log2FC > 0.6; FDR < 0.05) (see Supplemental Table S6). We found that gasdermin A2 was increased over 17-fold in the skin of C57.*Pparg*-/-^epi^ mice (Table 1 and Supplemental Table S6). 

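Table 1 lists 17 genes of the inflammasome and pyroptosis, and 14 were altered, 13 higher and 1 lower in Pparg-/-epi mice (all 17 when adjusted over the list alone, a list the paper chose from these libraries). Gsdma2 was 0.602 ± 1.06 CPM in WT and 10.8 ± 2.05 CPM in Pparg-/-epi mice, a log2 fold change of 4.04 (standard error 0.75, adjusted p = 0.00377). Its WT counts were 5, 52, 0, 3, 1, 4, and without WT replicate 2 the log2 fold change was 5.78. Gsdmc rose by 2.83 on the log2 scale (adjusted p = 0.00197), and Gsdma by 1.07 (adjusted p = 4.86e-04). Gsdmc2 rose by 1.27 (adjusted p = 0.0379), and 39.3% of its 75-base stretches also occur in other genes, so its counts are uncertain. Its call was lost in 9 of the 12 fits that each left out 1 mouse and with age as a covariate. Gsdma3 was not altered (log2 fold change 1.89, standard error 0.86, adjusted p = 0.160), with 796 counts in 1 WT mouse and 1 in another.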

We therefore examined the genes in the pyroptosis GO panel along with other mediators of the inflammasome and pyroptosis pathway (Table 1). In the canonical NOD-like receptor-mediated pyroptosis pathway in humans, inactive inflammatory caspase-1 monomers are recruited to the activated inflammasome sensor proteins to form an active complex that in turn cleaves gasdermin D to initiate active pore-forming ability [43,44]. Activated pro-inflammatory caspases also act to cleave IL1 family cytokines such as IL1β and IL18 to their active forms, initiating potent inflammatory signaling.

Pyroptosis is initiated by pathogens and host-derived damage or inflammatory signals that activate inflammasome sensors, including the family of nucleotide-binding oligomerization domain (NOD)-like receptors (NLR) and absent in melanoma 2 (AIM2)-like receptors [45]. In addition to the increase in gasdermins, inflammasome sensor protein transcripts Aim2, *Nod2* and *Nlrp3* were also elevated in C57.*Pparg*-/-^epi^ skin. 

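Aim2 was 8.84 ± 1.84 CPM in WT and 32.6 ± 5.69 CPM in Pparg-/-epi mice, a log2 fold change of 1.88 (standard error 0.16, adjusted p = 4.68e-05), with no overlap between the groups. Nod2 rose by 1.48 on the log2 scale (standard error 0.24, adjusted p = 0.00177). Nlrp3 had 4 to 11 counts in WT and 7 to 35 counts in Pparg-/-epi mice and was not altered (log2 fold change 1.07, adjusted p = 0.0532), while the likelihood ratio test gave an adjusted p of 0.0254. Nlrp1b fell by 1.41 on the log2 scale (adjusted p = 0.00148).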

*Aim2* (3.67-fold increase) is known to form inflammasome complexes in response to cytoplasmic dsDNA in inflammatory skin disease [46]. In addition to an increase in the expression of the inflammasome sensors and gasdermins, C57.*Pparg*-/-^epi^ mice also had an associated increase in transcripts for the inflammatory caspases, *Casp4* and *Casp1* (Table 1).

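Casp4 was 20.7 ± 4.88 CPM in WT and 45.2 ± 6.16 CPM in Pparg-/-epi mice, a log2 fold change of 1.12 (standard error 0.16, adjusted p = 9.75e-04). Casp1, also on chromosome 9, rose by 1.10 on the log2 scale (standard error 0.18, adjusted p = 0.00175). In both genes the groups did not overlap.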

The IL1 family is composed of seven pro-inflammatory family members ((*Il1a* (IL-1α), *Il1b* (IL-1β), *Il18* (IL-18), *Il33* (IL-33), *Il1f6* (IL-36α), *Il1f8* (IL36β), and Il1f9 (IL36γ)), and four anti-inflammatory members (*Il1f7* (IL-37), *Il1f10* (IL-38), *Il1rn* (IL1R antagonist), and *Il1f5* (IL36R antagonist)) [48]. Of the pro-inflammatory family members, all but *Il1a* and *Il33* were significantly upregulated in C57.*Pparg*-/-^epi^ mice (Table 1 and Supplemental Table S1). In contrast, of those IL1 family members with antagonistic activity, only *1l1f5* (IL36RN) was significantly elevated (Table 1), while *Il1rn* and *Il1f10* (IL38) were not significantly altered and IL37 (*Il1f7*) was not identified in the mRNA seq data set (Supplemental Table S1). In addition, other inhibitors of inflammasome-mediated inflammation (*Il18bp* and *Nlrp10* [45,49,50]) were not significantly altered by loss of epidermal *Pparg* (FDR >0.05) (Supplemental Table S1). It might also be noted that *Il1f5* acts to antagonize the effects of *Il1f6, Il1f8*, and *Il1f9* [49,50]. Thus, if the relative levels of *Il1f6, Il1f8*, and *Il1f9* (14.88-, 4.30-, and 1.85-fold, respectively) and *Il1f5* (1.63-fold) are reflective of their respective protein expression and activities, then IL-36α, β and γ could be important contributors to the observed inflammatory phenotype observed in our C57.*Pparg*-/-^epi^ mice.

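Il1f6, on chromosome 2 from 24215417 to 24225701 of mm10, was 2.82 ± 2.94 CPM in WT and 42.0 ± 9.59 CPM in Pparg-/-epi mice, a log2 fold change of 3.90 (standard error 0.54, adjusted p = 7.97e-04). Il1f8 rose by 2.11 (standard error 0.18, adjusted p = 3.32e-05), Il18 by 1.01 (adjusted p = 0.00563) and Il1f9 by 0.88 (adjusted p = 0.0102) on the log2 scale, each without overlap between the groups. WT replicate 1 had the most Il1f6 of the WT mice, and without it the log2 fold change was 4.68. Il1b was not altered in the quasi-likelihood test, with a log2 fold change of 1.55 (standard error 0.52, adjusted p = 0.0622). The likelihood ratio test gave it an adjusted p of 0.0271, and without WT replicate 2, which had 88 counts against 6 to 18 in the remaining WT mice, the adjusted p was 6.92e-04. Il1a was not altered (log2 fold change 0.48, adjusted p = 0.130), but was with RIN as a covariate (adjusted p = 0.0309), and Il33 fell by 0.86 on the log2 scale (adjusted p = 0.0331). The call of Il33 was lost in 8 of the 12 fits that each left out 1 mouse, and with sex, RIN or age as a covariate.

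**Figure D1:**
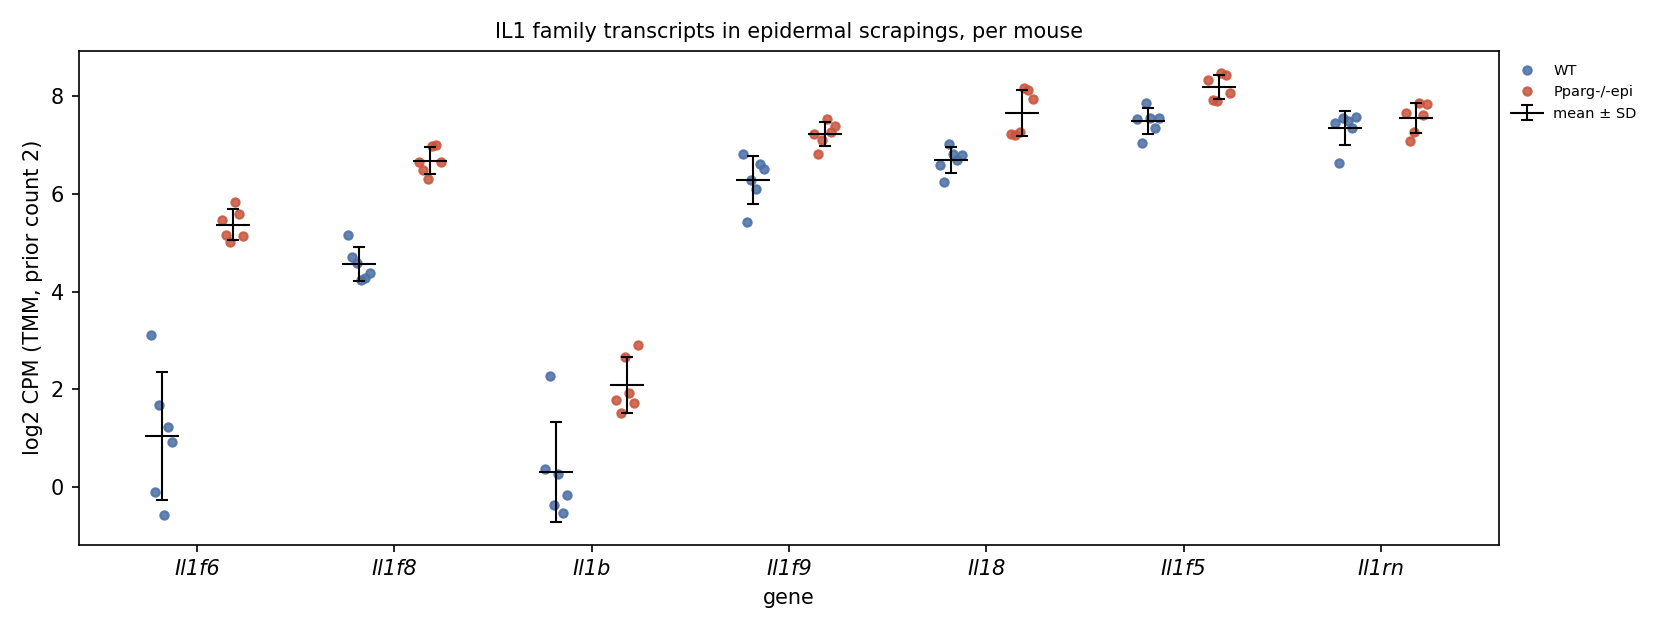
The log2 CPM of IL1 family genes is plotted for each of the 6 WT and 6 Pparg-/-epi mice, with black bars for the mean and SD. The Pparg-/-epi mice lie above all WT mice for Il1f6, Il1f8, Il1f9, Il18 and Il1f5, and overlap them for Il1b and Il1rn.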

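Il1f5 was 181 ± 32.5 CPM in WT and 294 ± 51.0 CPM in Pparg-/-epi mice, a log2 fold change of 0.70 (standard error 0.14, adjusted p = 0.00631). Il1rn and Il1f10 were not altered (log2 fold changes 0.20 and -0.67, adjusted p = 0.478 and 0.282). Il1f7 is not among the 14533 genes listed.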

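Il18bp was 3.81 ± 1.06 CPM in WT and 5.75 ± 0.770 CPM in Pparg-/-epi mice, a log2 fold change of 0.59 (adjusted p = 0.0707). Without WT replicate 2 it was altered (adjusted p = 0.0447). Nlrp10 had a log2 fold change of -0.15 (adjusted p = 0.490).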

### 2.3. Skin Lesions in C57.Pparg-/-^epi^ Mice Show Elevation of Cytokines Associated with Inflammatory Dermatoses 

As seen in Figure 2 and Figure 3 and Table 1, many well-characterized inflammatory mediators were altered with loss of epidermal *Pparg*. In addition, we also found two highly upregulated transcripts that are associated with inflammatory skin disease, but for which there is limited knowledge regarding their respective mechanisms of action. 

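Igfl3, on chromosome 7 from 18176494 to 18181862 of mm10, had 0 to 12 counts in WT mice and 70 to 336 counts in Pparg-/-epi mice. Its log2 fold change of 5.56 (standard error 0.70, adjusted p = 4.04e-04) ranked second among the 754 genes that were higher, and stayed between 5.29 and 6.25 with each mouse left out in turn. The first was Fcer1a, which had at most 1 count in any WT mouse and was at least 10.6-fold higher in Pparg-/-epi mice.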

The first of these, the IGF-like family member 3 (*Igfl3;* FC = 48.30, FDR = 9.52E-13), represents the second most up-regulated gene transcript in the differential expression analysis. *Igfl3* is the mouse ortholog of the human *IGFL1* gene [51]. He expression of *Igfl3* or the human *IGFL1* is primarily localized to skin, with increased expression occurring following wounding [51], psoriatic-like inflammation [51] and atopic skin disease [52,53]. It is known to be induced by TNFα, but not other psoriasis-associated cytokines, and has been shown to bind with high affinity to the tumor necrosis factor receptor family member TMEM149 (renamed *Igflr1*) [51]. *Igflr1* is known to be expressed on mouse T cells [51]. In Figure 4A,B, we examined the expression of *Igfl3* and its receptor *Igflr1* by qRT-PCR using RNA extracted from whole skin rather than epidermal scrapings. Whole skin was used in this case as *Igflr1* and *Gpr15* are expressed in immune cells that might not be present at high levels in the epidermis or superficial dermis. *Igfl3* was elevated 178.9-fold in full thickness C57.*Pparg*-/-^epi^ skin relative to wildtype skin (Figure 4A). In contrast, there was no significant change in the expression of its known receptor, *Igflr1* (Figure 4B). 2610528A11Rik is the second poorly characterized gene product that was also highly elevated (14.84-fold) (see Figure S3 and Supplemental Table S4). 

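The counts of 2610528A11Rik were 19 to 123 in WT mice and 378 to 1424 in Pparg-/-epi mice. It rose by 3.89 on the log2 scale (standard error 0.46, adjusted p = 3.02e-04).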

Given that a number of antimicrobial peptides were seen to be elevated in C57.*Pparg*-/-^epi^ skin, it is interesting that the human ortholog of 10528A11Rik, C10orf99, is a CC-motif chemokine that was renamed AP-57 (antimicrobial peptide with 57 amino acids) after it was found to have antimicrobial activity [54]. Moreover, 2610528A11Rik is expressed heavily in tissues exposed to environmental pathogens, including the colon, esophagus, and skin [54,55]. Mice lacking 2610528A11Rik are found to exhibit an increased ratio of CD4/CD8 cells and decreased IgM level, suggesting that this poorly characterized chemokine may play a role in immune regulation [55]. As with *Igfl3*, increased expression of *2610528A11Rik* and its human ortholog are linked to mouse models of skin wounding and psoriasis [51], human psoriasis [51,56], and human atopic dermatitis [52,53]. In Figure 4C, *2610528A11Rik* transcripts was elevated 61.53-fold by quantitative RT-PCR from RNA isolated from full-thickness non-lesional C57.*Pparg*-/-^epi^ mouse skin relative to wildtype control mice.

Recently, it was found that 2610528A11Rik is a high-affinity ligand for the T-cell chemoattractant G-protein coupled receptor GPR15 [57,58]. GPR15 is expressed on effector and regulatory T-cells, precursor dendritic epidermal T-cells (TCRVγ3^+^TCRγ/δ^+^ T-cells), memory B-cells, and plasmablasts [57,58]. Consistent with a possible role for 2610528A11Rik in mediating GPR15^+^ cell recruitment, *Gpr15* transcripts were significantly elevated 4.79-fold in C57.*Pparg*-/-^epi^ skin relative to WT skin.

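Among the 754 genes that were higher in Pparg-/-epi mice, Il1f6 ranked 13 by log2 fold change, and no other gene of the cytokine activity list ranked above it. The next was 2610528A11Rik at rank 15. Every Pparg-/-epi mouse had at least 410 counts of Il1f6, and no WT mouse more than 133.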

In Figure 2C, Figure S3, and Table 1, the top up-regulated cytokine transcript in C57.*Pparg*-/-^epi^ mouse skin was *Il1f6* (IL36α) (14.88-fold). As with *Igfl3* and *2610528A11Rik*, studies suggest that *Il1f6 (*IL36α) plays an important role in both psoriasis and atopic dermatitis [39,50,59]. The overexpression of *Il1f6* in a transgenic mouse results in a phenotype similar to that observed in our study and is characterized by acanthosis, hyperkeratosis, inflammatory infiltrates, and increased cytokine and chemokine expression [49]. Moreover, loss of *Il1f6* is capable of blocking the skin inflammation seen in an imiquimod-induced psoriatic mouse model [50]. We therefore assessed the expression of the *Il1f6* gene by qRT-PCR using RNA extracted from whole skin. As seen if Figure 4E, *Il1f6* transcripts were elevated 45.77-fold in C57.*Pparg*-/-^epi^ non-lesional skin relative to WT sibling controls.

The above data indicate that C57.*Pparg*-/-^epi^ mouse develop spontaneous inflammatory skin lesions and express inflammatory mediators associated with inflammatory dermatoses. Atopic dermatitis is associated with T-cells exhibiting a Th2 polarized phenotype, with increased expression of Th2 cytokines, such as IL4, Il5, and IL13 [60]. In contrast, psoriasis is associated with Th17 T-cells producing Th17 cytokines such as IL17A and IL22 [61,62]. However, our DE expression analysis failed to detect any of these cytokine transcripts. 

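Il4, Il5, Il13, Il17a and Il22 are not among the 14533 genes of the deposited table. Every listed gene has more than 0.5 CPM in at least 6 mice, so the table gives no counts, and no upper limit, for genes below that level.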

One possible explanation was that the epidermal scrapings were not deep enough to capture sufficient numbers of dermal T-cells. We therefore assessed *Il4*, *Il17* and *Il22* expression by qRT-PCR of RNA obtained from the full-thickness skin. Again, we failed to detect *Il17* and *Il22* transcripts. However, low levels of Il4 transcripts were detected, with a non-significant increase in *Il4* transcripts observed in C57.*Pparg*-/-^epi^ skin (Figure 4F).

### 2.4. Pparg-/-^epi^ Mice Are Characterized by a Marked Loss of Fatty Acid Metabolic Enzymes and an Asebia Phenotype

In Figure 5A, we demonstrate that the loss of epidermal *Pparg* results in an asebia phenotype. In Figure 5A, sebaceous glands are clearly seen in wildtype SKH-1 mouse skin. In contrast, a complete loss of visible sebaceous glands and a thickened stratum corneum are seen in non-lesional *Pparg*-/-^epi^ mouse skin (SKH-1 background) (Figure 5B). A similar loss of sebaceous glands and hyperkeratosis was noted in C57.*Pparg*-/-^epi^ (C57BL/6 background) (Figure 3A). In Figure 5C, *Pparg*-/-^epi^ mice also exhibited a significant increase in transepidermal water loss (TEWL). This increase in water loss in *Pparg*-/-^epi^ mice was accompanied by a decrease in skin hydration (Figure 5D). Grossly, these areas of non-lesional C57.*Pparg*-/-^epi^ skin are characterized by hyperkeratosis or a marked increase in the stratum corneum (blue arrows in Figure 3B and Figure 5B) that is consistent with the grossly visible dandruff seen in Figure S1.

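Table 2 lists 18 genes, all of which fell in Pparg-/-epi mice, and 16 were altered (all 18 when adjusted over the list alone, a list the paper chose from these libraries). Their log2 fold changes ran from -7.85 to -1.09. Fa2h was 105 ± 97.9 CPM in WT and 0.478 ± 0.718 CPM in Pparg-/-epi mice, a log2 fold change of -7.85 (standard error 1.12, adjusted p = 9.15e-04). Scd3 had a log2 fold change of -7.68 (standard error 1.23, adjusted p = 0.00160), Awat1 a log2 fold change of -6.38 (standard error 1.28, adjusted p = 0.00563) and Far2 a log2 fold change of -6.07 (standard error 1.13, adjusted p = 0.00390). Among the 739 genes that were lower, these ranked 1, 2, 4 and 7. In each of them all Pparg-/-epi mice lay below all WT mice, although the WT mice differed widely, with 68 to 3956 counts of Fa2h and 63 to 6723 of Scd3. The number of listed genes altered was 7 among the 7 female mice alone. With each mouse left out in turn, these 4 genes stayed altered, with log2 fold changes from -8.86 (without Pparg-/-epi replicate 11) to -7.53 for Fa2h, -8.18 to -6.75 for Scd3, -6.98 to -5.36 for Awat1 and -6.32 to -5.01 for Far2, each nearest 0 without WT replicate 2. Far2 was not altered in female mice alone.

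**Figure D2:**
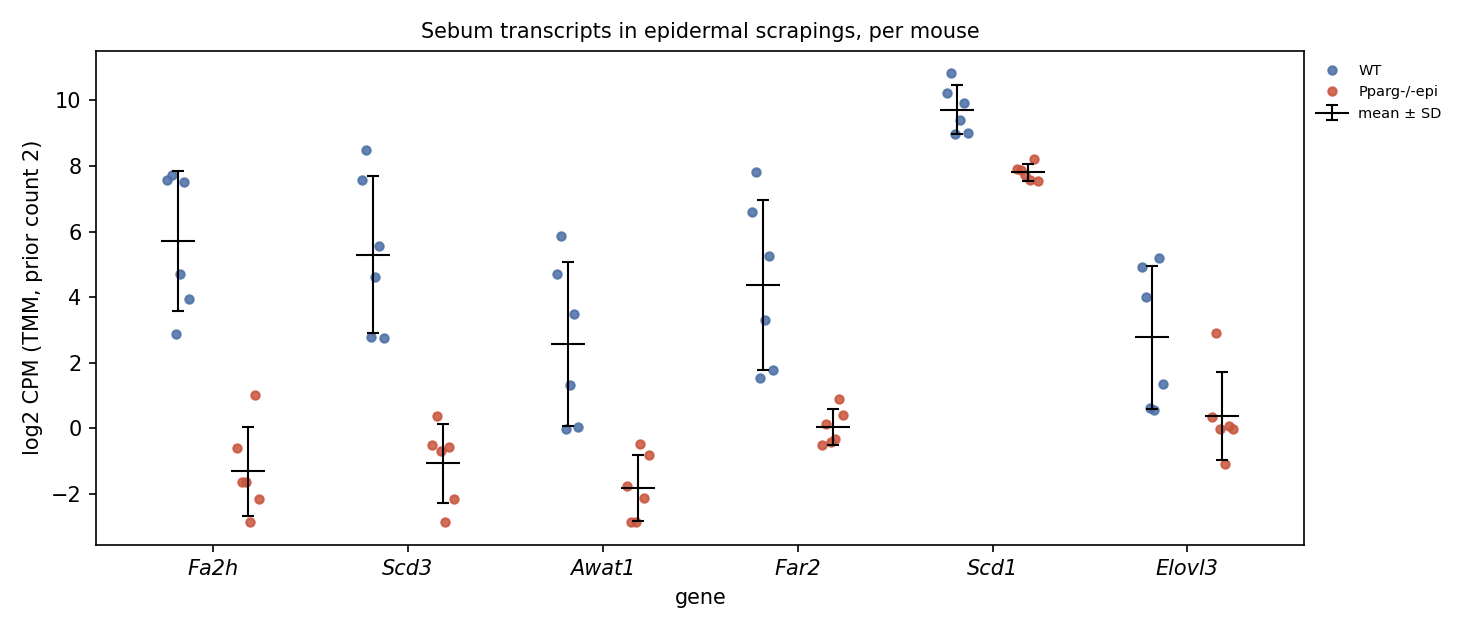
The log2 CPM of sebum and fatty acid genes is plotted for each of the 6 WT and 6 Pparg-/-epi mice, with black bars for the mean and SD. WT mice spread over several log2 units in Fa2h, Scd3, Awat1 and Far2, all above the Pparg-/-epi mice, and the groups overlap in Elovl3.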

In Table 2, we show that transcripts associated with cutaneous sebum production are markedly reduced: fatty acid 2-hydroxylase (*Fa2h*), stearoyl-coenzyme A desaturase (*Scd3*), acyl-CoA wax alcohol acyltransferase 1 (*Awat1*) and fatty acyl CoA reductase 2 (*Far2*) represented the first, second, fourth, and seventh most reduced transcripts seen in C57.*Pparg*-/-^epi^ mouse skin, respectively. FA2H in mouse skin is restricted to the sebaceous glands, where it synthesizes 2-hydroxylated glucosyl-ceramide [63]. Both FA2H and FAR2 also play a role in wax ester synthesis in sebaceous glands [63].

In addition, genes associated with lipid metabolism and cutaneous lipid barrier function were significantly altered by the loss of epidermal *Pparg*. 

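Slc27a2 had a log2 fold change of -4.36 (standard error 0.63, adjusted p = 9.42e-04), and Gldc a log2 fold change of -2.26 (standard error 0.35, adjusted p = 0.00142), both without overlap between the groups. Without Pparg-/-epi replicate 12 the log2 fold change of Slc27a2 was -5.15. Acoxl fell by 6.28 on the log2 scale (adjusted p = 0.00365), but was not altered in female mice alone. Cers4 fell by 2.38, Pctp by 2.37 and Pdzk1 by 2.53 on the log2 scale (adjusted p = 0.0112, 0.0186 and 0.0421), with overlapping groups. They were not altered in female mice alone either (adjusted p = 0.117, 0.190 and 0.148). Pdzk1 lost its adjusted p under 0.05 in 9 of the 12 fits that each left out 1 mouse.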

*Acoxl* encodes an acyl-coenzyme A oxidase-like peroxisomal protein for which very little is known, although it belongs to a family of enzymes that are necessary for peroxisomal alpha- and beta-oxidation [69,70]. The chromosomal region where *ACOXL* resides (2q13) was also mapped as a possible susceptibility locus in human alopecia areata [69]. Solute carrier family 27, member 2 (*Slc27a2*), or very-long-chain acyl-CoA synthetase converts long-chain, branched-chain and very-long-chain fatty acids containing 22 or more carbons to Acyl-CoA esters [71]. 

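Elovl6 was 471 ± 214 CPM in WT and 158 ± 32.6 CPM in Pparg-/-epi mice, a log2 fold change of -1.57 (standard error 0.25, adjusted p = 0.00165). Elovl5 fell by 1.97 on the log2 scale (standard error 0.49, adjusted p = 0.0169). Elovl3 fell by 2.91 on the log2 scale, more than the other two, but was not altered (adjusted p = 0.0637, and 0.0160 with the likelihood ratio test). Pparg-/-epi replicate 8 had 122 counts of Elovl3, and without that mouse the log2 fold change was -4.15 (adjusted p = 0.0171).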

Members of the elongation of very-long-chain fatty acids-like group of enzymes (*Elovl3, 5,* and *6*) are necessary for very long chain fatty acid production that is necessary for the formation of a lipid permeability barrier [73,74]. Loss of the Δ9- desaturase function of stearoyl-coenzyme A desaturase 1 (*Scd1*) results in a skin phenotype similar to that observed in our mouse model [14]. This includes hyperkeratosis, transepidermal water loss and xerosis, sebocyte hypoplasia, and increased inflammation [14]. Mitochondrial membranes require phosphatidylcholine as a major phospholipid and a reduction of phosphatidylcholine transfer protein (*Pctp*) in mice results in mitochondrial dysfunction, oxidative stress, and altered barrier function in lung [72]. Carnitine acyltransferase (*Crat*) is a peroxisomal enzyme that catalyzes the transfer of acyl groups from carnitine to coenzyme A and is important in the transport of fatty acids for beta-oxidation [75].

The above data are all indicative of a severe defect in the formation of the lipid epidermal water barrier in mice lacking epidermal *Pparg*. 

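Crat was 45.5 ± 31.6 CPM in WT and 21.3 ± 4.70 CPM in Pparg-/-epi mice. The log2 fold change of -1.09 (standard error 0.41) did not pass the adjusted p threshold in the quasi-likelihood test (adjusted p = 0.0891), and it did with the likelihood ratio test (adjusted p = 0.0477). From these transcripts together with the data it gives before them, among them the histology, water loss and skin hydration of Figure 5, the paper concludes that the lipid water barrier forms defectively in these mice.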

We therefore examined the epidermal and sebaceous gland lipid content using Oil Red O staining (Figure S4). While lipid-laden sebocytes were seen in holocrine sebaceous glands in wildtype mice (Figure S4A), these lipid-laden glandular cells were absent in C57.*Pparg*-/-^epi^ mice (Figure S4B). In hair follicles, lipid staining was limited to small deposits within the hair follicle sheath. In addition, wildtype mice showed lipid staining within the stratum corneum. However, lipid staining was largely absent in the thickened stratum corneum of C57.*Pparg*-/-^epi^ mice (Figure S4B).

### 2.5. The Hyperkeratosis and Permeability Barrier Disruption Seen in Pparg-/-^epi^ Mice Correlates with Transcriptomic Changes Linked to Increased Cornification and the Epidermal Differentiation Complex (EDC)

Given the hyperkeratosis observed in mice lacking epidermal *Pparg*, it is not surprising that genes associated with keratinocyte terminal differentiation and corneocyte formation are increased in C57*.Pparg*-/-^epi^ mouse skin (Table 3). 

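Of the 37 genes of Table 3, 33 were altered, 30 higher and 3 lower in Pparg-/-epi mice, and 36 when adjusted over the list alone, a list the paper chose from these libraries. Sprr2e, Sprr1a and Sprr4 rose but were not altered (adjusted p = 0.164, 0.129 and 0.407), and neither was any of the 3 with the likelihood ratio test. WT replicate 2 had 27965 counts of Sprr1a, more than any other mouse, and without that mouse Sprr1a was altered (adjusted p = 2.41e-05). Tgm7 fell by 2.91 and Krt24 by 2.45 on the log2 scale (adjusted p = 0.00390 and 0.00154), while Casp14 rose by 1.81 and Tgm3 by 1.78 (adjusted p = 5.01e-04 and 6.21e-04).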

GO terms annotated to peptide cross-linking and keratinization were found to be associated with the changes in the transcriptome of C57.*Pparg*-/-^epi^ mice (Table 3). Four of the top six keratins (*Krt16, Krt17*, and *Krt6a* and *b*) that were increased in mice lacking epidermal *Pparg* are keratins that are known to serve as alarmins and are up-regulated in wound healing and psoriasis [32,76]. 

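Krt16 was 53.2 ± 52.3 CPM in WT and 400.5 ± 132 CPM in Pparg-/-epi mice, a log2 fold change of 2.92 (standard error 0.59, adjusted p = 0.00600). Krt17 had a log2 fold change of 1.79 (standard error 0.27, adjusted p = 0.00117), and Krt6a a log2 fold change of 2.52 (standard error 0.62, adjusted p = 0.0160). Krt6b was not altered in the quasi-likelihood test (log2 fold change 2.74, standard error 1.01, adjusted p = 0.0892), while the likelihood ratio test gave 0.0419. Krt6a and Krt6b share sequence, with 38.6% and 39.6% of their 75-base stretches found in another gene, and so does Krt16 with 28.9%, so their counts are uncertain.

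**Figure D3:**
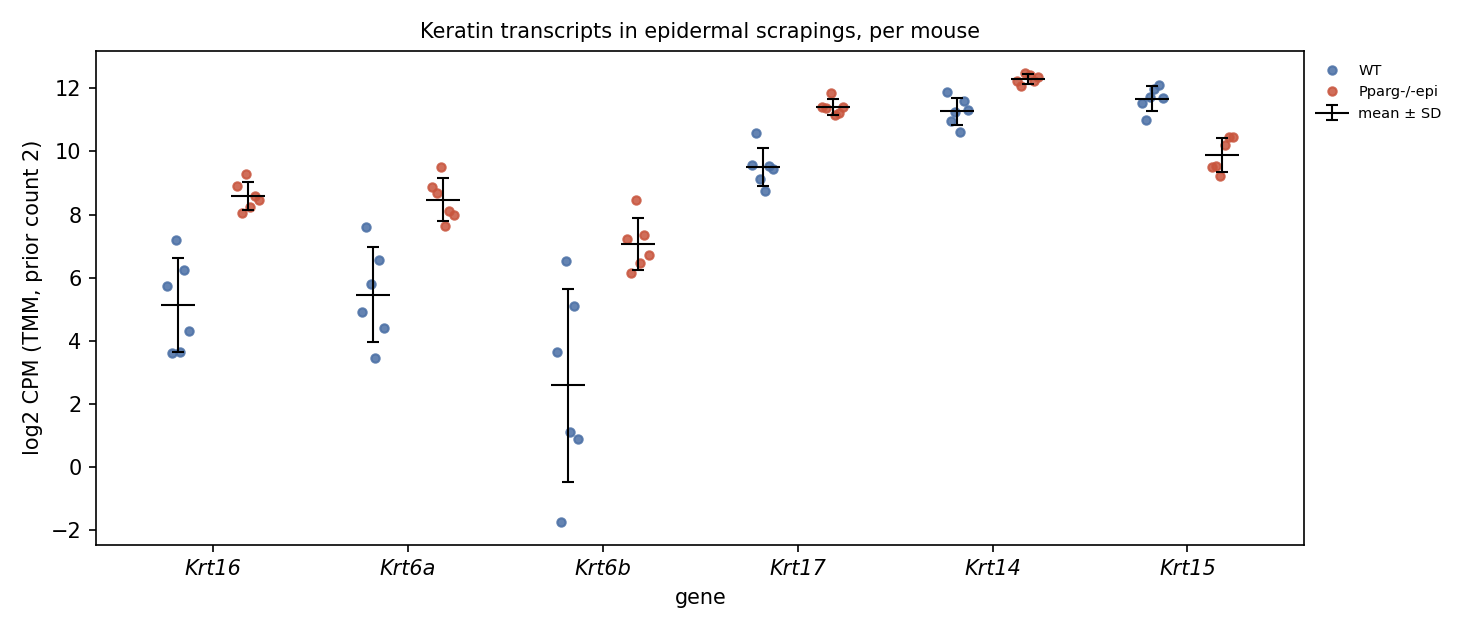
The log2 CPM of keratin genes is plotted for each of the 6 WT and 6 Pparg-/-epi mice, with black bars for the mean and SD. Krt16, Krt6a, Krt17 and Krt14 are higher in all Pparg-/-epi mice than in any WT mouse, Krt15 is lower in all of them, and Krt6b overlaps.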

The upregulation of these keratins promotes epidermal hyperplasia and activation of the innate immune system [32]. It has been shown that the upregulation of these hyperplastic and pro-inflammatory keratins may be linked to inflammasome activation following skin injury [32]. In contrast, basal cell layer keratins (*Krt14* and *Krt5*) and suprabasal keratins (*Krt1* and *Krt10*) were not significantly altered. 

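Krt14 was 2565 ± 774 CPM in WT and 5064 ± 516 CPM in Pparg-/-epi mice, and was altered, with a log2 fold change of 0.98 (standard error 0.20, adjusted p = 0.00559) and no overlap between the groups. Krt5, Krt1 and Krt10 were not altered (log2 fold changes 0.14, 1.02 and -0.02, adjusted p = 0.690, 0.101 and 0.983). The sign of Krt10 changed with the settings, for example to 0.25 with RIN as a covariate, and Krt1 was altered with DESeq2 (adjusted p = 0.0291), with sex as a covariate (0.0333), without WT replicate 1 (0.0478) and without WT replicate 2 (0.0455).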

Interestingly, *Krt15* is specific to hair bulb stem cells [77]. 

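Krt15 was 3370 ± 817 CPM in WT and 1011 ± 365 CPM in Pparg-/-epi mice, a log2 fold change of -1.74 (standard error 0.26, adjusted p = 0.00106). All Pparg-/-epi mice lay below all WT mice.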

Since *Krt15* transcription is known to be suppressed in hyperproliferative skin and in wound healing [30,76], the decrease in *Krt15* transcripts is not surprising. However, given the observed alopecia, it is somewhat surprising that transcripts for hair-follicle-specific keratins (*Krt6a, Krt6b*, and *Krt17*) were increased. Other hair-follicle- (e.g., *Krt25–28, Krt71–74,* and *Krt 75*) and hair-specific keratins (e.g., *Krt31–40*, and *Krt81–86*) were not significantly altered (FDR > 0.05) (Supplemental Table S1).

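The deposited table holds 23 of the 26 hair and hair follicle keratins looked up, and none was altered. Of the 23, 19 rose and 4 fell, with log2 fold changes from -1.26 to 1.74, a smallest adjusted p of 0.146 and 1 gene at an unadjusted p under 0.05. Without WT replicate 2, Krt72 was altered, and without Pparg-/-epi replicate 8, Krt32 and Krt75 were. These 3 were singled out after their values were seen. For Krt86, 33.5% of its 75-base stretches occur in another gene, so its counts are uncertain.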

In addition to the increase in the wound response keratins, there is a marked upregulation of genes that are members of the EDC. 

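Sprr1b was 10.2 ± 11.0 CPM in WT and 126 ± 34.7 CPM in Pparg-/-epi mice, a log2 fold change of 3.65 (standard error 0.64, adjusted p = 0.00286). Sprr2d and Sprr2h rose by 3.24 and 3.08 on the log2 scale (adjusted p = 0.00482 and 0.00522), Lce1g by 2.86 (adjusted p = 0.00117) and Hrnr by 1.57 (adjusted p = 0.00460). Lce3c, Lce3d, Lce3e and Lce3f rose by 2.33, 3.07, 3.14 and 3.07, and without WT replicate 3 the last 3 rose by 4.22, 4.05 and 4.09, but between 28.0% and 45.6% of their 75-base stretches occur in other genes, and the same holds for 47.5% in Sprr2a3, so the counts of single members are uncertain.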

The EDC is a large gene cluster complex located at 1q21 in humans (3q in mice) [78]. This gene complex contains four gene clusters coding for structural proteins of the cross-linked envelope of corneocytes. This includes filaggrin (*Flg*)-like (e.g., *Inv, Hrnr*), late cornified envelope (*Lce*), and small proline rich region (*Sprr*) proteins, as well as a cluster containing the alarmin S100 genes [78]. The cross-linking of these proteins into the cornified envelope is in turn dependent on the expression and activation of epidermal-specific caspase 14 and transglutaminase such as transglutaminase 3 [79]. Reduced expression of components of the cornified envelope, loricrin, filaggrin and involucrin are frequently down-regulated in human atopic dermatitis [80,81]. However, involucrin (*Ivl*) was up-regulated in C57.*Pparg*-/-^epi^ skin (Table 3), while filaggrin family member 2 (*Flg2*) and loricrin (*Lor*) were not significantly altered (FC = −1.10, −1.05, respectively (FDR >0.05) (Supplemental Table S1).

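Ivl was 319 ± 25.6 CPM in WT and 639 ± 100.0 CPM in Pparg-/-epi mice, a log2 fold change of 1.00 (standard error 0.11, adjusted p = 2.32e-04). Flg2 and Lor had log2 fold changes of -0.14 and -0.06 (adjusted p = 0.728 and 0.905), within the spread between mice. The sign of Lor changed under several settings, for example to 0.05 with sex as a covariate.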

## 3. Discussion

One of the surprising findings of this study was the degree to which the cutaneous transcriptome is altered by loss of epidermal *Pparg*. Nearly 12% of transcripts were significantly altered in C57.*Pparg*-/-^epi^ epidermal scrapings relative to wildtype mice. This degree of disruption to the cutaneous transcriptome cannot be adequately addressed in a single manuscript. However, it is clear that epidermal PPARγ plays a key role in regulating normal homeostatic functions of the skin. In particular, the changes in the transcriptome and the observed spontaneous inflammatory lesions indicate that PPARγ acts as a major modulating influence on cutaneous inflammatory signaling. In addition, similar to a previous report using a *Krt15*-promoter-driven loss of *Pparg* [13], we show that *Krt14*-promoter-driven loss of *Pparg* is associated with an asebia phenotype. The loss of visible sebaceous glands is accompanied by loss of transcripts that encode sebaceous gland markers and enzymes associated with sebum production. The asebia phenotype was also accompanied by partial alopecia, hyperkeratosis, and a loss of barrier function that resulted in increased water loss and xerosis.

The important role of epidermal PPARγ in moderating cutaneous inflammation is seen both by analysis of the differentially expressed genes as well as the observed phenotype. The top GO terms that linked to our data set showed upregulation of multiple inflammatory cytokine and chemokine transcripts, upregulation of genes associated with inflammasome activation (*Aim2*, *Nod2*, *Nlrp3*, *Il1f6* and *8*, *Casp1*, *Gsdma2*, *Gsdmc*), and the upregulation of keratins associated with inflammatory hyperplasia (e.g., *Krt 6, 16, 17*). In addition to the disruption in inflammatory signaling, C57.*Pparg*-/-^epi^ mice developed spontaneous lesions that are reminiscent of wound healing, atopic dermatitis, and psoriasis. While it is unclear whether the inflammatory lesions simply represent reactive wound healing responses to aggressive scratching behavior, there is evidence that these lesions may represent a model of inflammatory skin disease. Both atopic dermatitis and psoriasis are associated with localized and generalized pruritus, and psoriasis can appear in areas of traumatized skin (Koebner phenomenon). The presence of low levels of Il4 but no detectable Il17 or IL22 suggest that the lesions in our mice may represent a model of atopic dermatitis. However, the IL4 expression was very low and the absence of IL17 and IL22 could simply reflect less efficient RT-PCR primers. Moreover, a major limitation of our study is that the data that we obtained was from non-lesional skin. Thus, future work will focus on examining differences in lesional versus non-lesional skin and performing immunophenotyping of infiltrating inflammatory cell populations.

In addition to the inflammatory lesions, C57.*Pparg*-/-^epi^ mice exhibited an asebia phenotype with hyperkeratotic skin, alopecia, and markedly reduced lipid content in the epidermal stratum corneum. The absence of visible sebaceous glands following loss of *Pparg* expression in the basal layer of the epidermis is interesting as this model resembles mice with a homozygous mutation of the coenzyme A desaturase-1 (*Scd1*) gene [82]. These mice also exhibit alopecia and dry flaky skin and some features consistent with psoriasis, although these mice lack the T-cell infiltration characteristic of psoriasis [82]. 

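Scd1 was 944 ± 504 CPM in WT and 226 ± 40.0 CPM in Pparg-/-epi mice, a log2 fold change of -2.06 (standard error 0.30, adjusted p = 9.85e-04). Scd3 was at 0 to 19 counts in each Pparg-/-epi mouse.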

While *Scd1* mRNA was modestly reduced in our mouse model, *Scd3* mRNA expression was suppressed > 200-fold. The asebia phenotype was also associated with a marked decrease in the *Elovl3* gene product, which is restricted to the sebaceous glands and epithelial cells of the hair follicle in mice [67]. As seen in Table 2, transcripts for numerous genes associated with very-long-chain fatty acid and wax ester synthesis are decreased. Thus, the absence of visible sebaceous glands may simply represent the inability to form the lipid constituents of sebum. Nonetheless, the observed hyperkeratosis, increased transepidermal water loss and dry skin are all expected outcomes from a loss of the lipid permeability barrier.

Our mouse model retains some of the features, but also exhibits differences to mice with targeted deletion of *Pparg* in Krt15^+^ bulb stem cells. Loss of *Pparg* within follicular bulb stem cells results in a progressive scarring alopecia such as that observed in the human disease Lichen planopilaris (LPP) [13]. These follicle-specific *Pparg* knockout mice were born with normal hair and skin [13]. However, the mice developed lymphocyte-rich inflammatory lesions of the follicular pilosebaceous units that began to appear approximately 3 months after birth [13]. The inflammatory lesions led to disruption of the pilosebaceous units, resulting in a delayed alopecia and hypoplastic sebaceous glands, as well as dry hyperkeratotic skin and increased scratching behavior [13]. In contrast, in our *Krt14*-Cre-driven knockout model, we observed the absence of visible sebaceous glands in the skin of pups shortly after birth (not shown). We also did not observe the presence of perifollicular lymphocyte-rich infiltrates and the dermal scarring that was associated with the alopecia observed in the *Krt15-*Cre-driven *Pparg* knockout mice.

Microarray analysis of inflamed mouse follicular tissue following *Krt15* promoter-driven deletion of *Pparg* showed increases in multiple cytokines, tissue remodeling enzymes, apoptosis regulators, and eicosanoid signaling molecules [13]. 

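Ccl19 was 1.88 ± 1.39 CPM in WT and 5.05 ± 1.50 CPM in Pparg-/-epi mice, a log2 fold change of 1.41 (standard error 0.42, adjusted p = 0.0402). It lost its adjusted p under 0.05 in 10 of the 12 fits that each left out 1 mouse, and 45.3% of its 75-base stretches occur in another gene, so its counts are uncertain.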

As we also found an increase in multiple pro-inflammatory genes, it is surprising that with the exception of *Ccl19*, which was modestly elevated in the C57.*Pparg*-/-^epi^ mouse skin, the other up-regulated genes associated with the *Krt15*-Cre-driven *Pparg* knockout mice were not significantly altered (<│1.5│-fold change or > 0.05 FDR) in our mouse model. Similarly, as in our mouse model, *Krt15*-Cre-driven loss of *Pparg* resulted in the down-regulation of multiple genes associated with fatty acid metabolism, cholesterol biosynthesis, fatty acid metabolism, peroxisome biogenesis, and hair follicle keratins [13]. However, there was limited overlap, as only 9 of 49 genes associated with these processes in the *Krt15*-Cre mouse model were also down-regulated in our *Krt14*-Cre model (*Acaa1b, Soat1, Scd1, Elovl3, Elovl5, Elovl16, Mgll, Krt6a*, and *Krt15*). 

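Acaa1b fell by 4.57, Soat1 by 1.85 and Mgll by 2.00 on the log2 scale (adjusted p = 0.0180, 0.0163 and 0.00393), and 24.4% of the 75-base stretches of Acaa1b occur in Acaa1a. Without WT replicate 2, Acaa1b fell by 2.68. Krt6a was higher in Pparg-/-epi mice. Elovl16 is not among the genes listed. The paper's Table 2 lists Elovl6 and no Elovl16, and Elovl6 fell by 1.57 on the log2 scale here (adjusted p = 0.00165).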

The differences in the phenotype and transcriptomic changes may be due to the fact that in our model, deletion of *Pparg* occurs throughout the basal layer of the epidermis, not the follicular stem cell population. In addition, unlike our study, the prior microarray studies that used *Krt15*-Cre-driven loss of *Pparg* were focused on skin areas with perifollicular inflammation.

In conclusion, we show that the loss of epidermal *Pparg* is associated with a dramatic change in the transcriptome. The large number of alterations to transcripts encoding inflammatory mediators, the inflammasome, keratinocyte differentiation and keratinization, and lipid barrier synthesis are somewhat surprising given that the mice were not exposed to any external stimuli or stress. The transcriptomic changes are also accompanied by an asebia phenotype, partial alopecia, a defect in barrier function, evidence of increased keratinization, and an increase in DAMPs. The complex phenotype seen in these mice makes it difficult to determine which of the observed phenotypic and transcriptomic changes are directly attributable to the transcriptional activity of PPARγ. Given that PPARγ is known to directly regulate the transcription of adipogenic genes, it is possible that the loss of epidermal *Pparg* has a direct effect on the lipid barrier. Since defects in permeability function are associated with an increase in exposure to environmental stimuli, it is not surprising that this could then lead to an increase in inflammatory mediator release and hyperkeratosis. Alternatively, PPARγ is known to suppress inflammatory signaling through transrepressive mechanisms [1]. Thus, loss of epidermal *Pparg* could directly promote increased inflammatory mediator release through loss of its transrepressive activity. Additional studies are needed to determine the mechanisms through which epidermal *Pparg* modulates cutaneous function.

## 4. Materials and Methods

### 4.1. Animal Studies

As previously noted, mice lacking epidermal *Pparg* in the C57BL/6 background (C57.*Pparg*-/-^epi^) were obtained by crossing mice containing the floxed *Pparg* allele in the C57BL/6 background (B6.129-*Pparg^tm2Rev^*/J) with mice expressing Cre recombinase under control of the keratin 14 promoter (B6N.Cg-Tg(KRT14-cre)1Amc/J) [27]. Likewise, *Pparg*-/-^epi^ mice that were backcrossed into the SKH-1 hairless albino (SKH1-Hr^hr^) background for photocarcinogenesis studies was performed as described [28]. Mice were housed under specific pathogen-free conditions at the Indiana University School of Medicine. Mice utilized for experimental studies were between 7 and 10 weeks of age. Both male and female mice were utilized.

### 4.2. Transepidermal Water Loss and Skin Hydration

TEWL and skin hydration were measured using a Tewameter^®^ (Courage & Khazaka, Cologne, Germany) and a Corneometer^®^ (Courage & Khazaka, Cologne, Germany), as previously described [28].

### 4.3. qRT-PCR to Verify Cre-Mediated Recombination

B6.129-*Pparg^tm2Rev^*/J mice have two loxP sites flanking exons 1 and 2 of the mouse *Pparg* gene [31]. Two C57.*Pparg*-/-^epi^ mice were euthanized along with a wildtype sibling control and the dorsal epidermis was removed. Adult primary keratinocyte were isolated from the tail skin of mice sacrificed at 6–15 weeks as previously described [83]. Isolated cells were cultured in supplemented EpiLife media (Thermo Fisher, Waltham, MA, USA) on pre-coated rat tail collagen type I (Thermo Fisher, Waltham, MA, USA) tissue culture plates. Confluent keratinocytes were induced to undergo terminal differentiation by increasing the CaCl_2_ to 0.2mM for 72 h. RNA was then isolated using the Qiazol (Qiagen, Germantown, MD, USA) reagent and RNeasy Mini column clean-up. RNA was treated with DNase I (Thermo Fisher) and cDNA synthesized using SuperScriptIII First –Strand Synthesis System for RT-PCR (Thermo Fisher, Waltham, MA, USA). RT-PCR was then performed using primers that flank the two loxP sites: sense (5′-GTCACGTTCTGACAGGACTGTGTGAC-3′) and antisense (5′-TATCACTGGAGATCTCCGCCAACAGC-3′) [31]. These primers produce amplified products that distinguish the full-length (700-bp) and recombined (300-bp) transcripts [31].

### 4.4. qRT-PCR of Whole Thickness Skin

The animals were euthanized and the back skin was shaved. The skin was cleaned with 70% ethanol and then sprayed with RNase Away Reagent (Ambion by Life Technology, Waltham, MA, USA). A piece of skin was harvested with 6 mm biopsy punch, briefly rinsed in RNase Away Reagent, and immediately frozen in liquid nitrogen. The tissue was homogenized in 500 µL of Trizol (Ambion by Life Technology, Waltham, MA, USA) using BioMasher Dispensable Micro-Tube (Research Products International, Mt Prospect, IL, USA). An additional 500 µL of Trizol and 100 µL of chloroform was then added and vigorously vortexed, incubated on ice for 15 min, and then centrifuged (15000 rpm, 30 min at 4 °C). The aqueous phase was collected and the RNA was isolated using RNeasy Plus Mini Kit (Qiagen) following the manufacturer’s instruction. For each sample, 990 ng of RNA was reverse-transcribed using M-Mul V Transcriptase (Biolabs) to synthesize cDNA in 20 µL reaction volume. The cDNA was added 40 µL of TE, and 1.5 µL of the mix was used to set up real-time PCR using *Ubc* expression as an internal control. The relative expression relative to Ubiquitin C (*Ubc*) expression was performed using the ΔΔCt method [84]. All data were normalized to a mean WT data set at 1.0.

### 4.5. RNA Extraction and RNA Sequencing

Six C57.*Pparg*-/-^epi^ mice and 6 wildtype sibling controls (Cre-/-) were euthanized and non-lesional dorsal skin was excised. After snap freezing in liquid nitrogen, the epidermis was scraped from the frozen epidermis with a curette. Scraping was performed until pink-tinged tissue was observed signifying that the tissue extracted had entered the subepidermal microvascular bed of the superficial dermis. Total RNA was extracted using QIAzol and column-purified using RNeasy (Qiagen, Germantown, MD, USA). RNA integrity numbers (RIN) were assessed using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The RIN of all RNA samples was 5.7–8.6. Library construction was performed using 200 ng of total RNA with a KAPA mRNA HyperPrep Kit (KK8581, ΔKapa Biosystems, Roche Sequencing and Life Science, Wilmington, MA, USA). Paired-end sequencing (2 × 75 bp) was performed by the Center for Medical Genomics at Indiana University School of Medicine using an Illumina HiSeq 4000 (Illumina Inc., San Diego, CA, USA).

### 4.6. RNA Sequencing Quality Assessment and Differential Expression Analysis

Sequencing quality was assessed using FastQC/MultiQC (version 0.11.5). To evaluate the quality of the RNA-seq data, the number of reads that fall into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genes were determined with bamUtils (version 0.5.9) [85]. Low-quality mapped reads (including reads mapped to multiple positions) were excluded and featureCounts (version 1.5.1) [86] was used to quantify the gene level expression. Sequencing alignment was performed using STAR (version 2.5) [87] and mapped to the mouse reference genome for genome annotation (mm10/refGene). Differential gene expression analysis was performed with edgeR (version 3.22.5) [88]. In this workflow, the statistical methodology applied uses negative binomial generalized linear models with likelihood ratio tests.

### 4.7. Pathway Analysis

Pathway analysis was performed using iPathway Guide using methodology provided by Advaita Corp. iPathwayGuide scores pathways using the impact analysis method [89,90,91]. The underlying pathway topologies, comprised of genes and their directional interactions, are obtained from the KEGG database [92,93,94].

### 4.8. Gene Ontology Analysis

Gene ontology analysis was performed using iPathway Guide using the methodology provided by Advaita Corp. Using the iPathway Guide methodology, for each gene ontology (GO) term [95,96], the number of differentially expressed (DE) genes annotated to the term is compared to the number of DE genes expected just by chance.

### 4.9. Oil Red O Staining

The dorsal epidermis was excised from non-lesional doral skin of C57.*Pparg*-/-^epi^ mice and wildtype sibling controls. The skin was the snap frozen in O.C.T. and 10 µm sections cut for Oil Red O staining. After brief fixation in 10% formalin, the sections were stained with Oil Red O using the NovaUltra Oil Red O Stain Kit (IHC World, Ellicott City, MD, USA) per the manufacturer’s instructions. Slides were counterstained with Hematoxylin QS (Vector Laboratories, Burlingame, CA, USA).

## Figures and Tables

**Figure 1:**
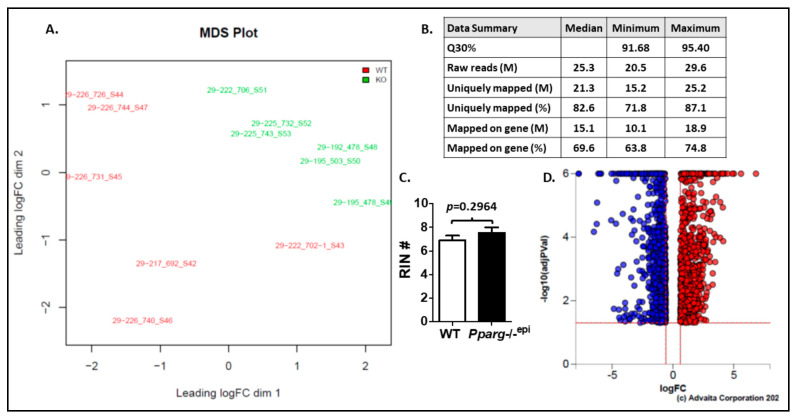
Multi-dimensional scaling (MDS) and quality control (QC) data summary from RNA sequencing data and changes in the transcriptome seen in C57.*Pparg*-/-^epi^ mice. (**A**) Multi-dimensional scaling plot provides a visual presentation of the similarities/distances among the experimental samples. Distances on the plot correspond to the leading fold-change between each pair of samples. The leading fold change is calculated as the average (root-mean-square) of the largest absolute log-fold changes between each pair of samples. Ideally, samples would cluster well within the main condition/treatment of interest. (**B**) No significant difference is seen in starting RNA quality. RNA sequencing data and QC summary. (**C**) The mean and SEM for the RNA integrity number (RIN) for the WT and C57.*Pparg*-/-^epi^ (*Pparg*-/-^epi^) samples are shown. Range = 5.9 to 8.6 and 5.7 to 8.6 for WT and *Pparg*-/-^epi^ mice, respectively. Two-tailed *t*-test. (**D**) Volcano plot of differentially expressed genes (Advaita Corp, Ann Arbor, MI). All significant differentially expressed genes are represented in terms of their measured expression change (*x*-axis; log2(FC) and the significance of the change (*y*-axis). The significance is represented in terms of the negative log (base 10) of the FDR, so that more significant genes are plotted higher on the *y*-axis. The dotted lines represent the thresholds used to select the DE genes: │log2 fold-change│ ≥ 0.6 and < 0.05 false discovery rate (FDR). The up-regulated genes are shown in red, while the down-regulated genes are blue.

**Figure 2:**
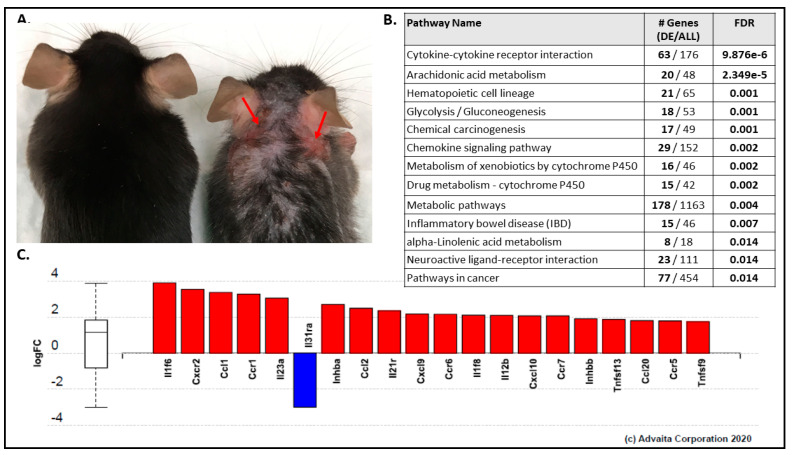
C57.*Pparg*-/-^epi^ mice exhibit alopecia and cutaneous lesions while the top KEGG pathway that maps to the differential expression analysis is associated with inflammatory signaling. (**A**) Representative photograph of a C57.*Pparg*-/-^epi^ mouse (right) and a wildtype littermate (left). Areas of erythematous skin lesions that develop spontaneously in these mice are noted by the red arrows. Alopecia and skin flaking are also observed. (**B**) Differentially expressed genes were mapped to KEGG pathways using iPathwayGuide (Advaita Corporation. Thirteen KEGG pathways mapped to our data set with an FDR < 0.05. (**C**) The top 20 of 63 genes that mapped to the cytokine-cytokine receptor interaction KEGG pathway (iPathwayGuide, Advaita, KEGG:04060) are shown. Gene mapping was restricted to genes that had a │log2 FC│ ≥ 0.6 at an FDR < 0.05. Up-regulated genes are shown in red columns and down-regulated genes are shown with blue columns. The *Y*-axis represents the log2 fold change (logFC).

**Figure 3:**
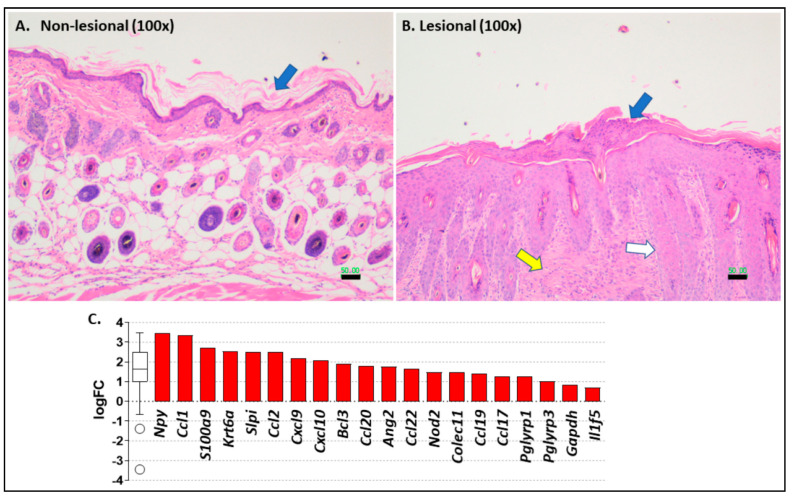
The cutaneous lesions in C57.*Pparg*-/-^epi^ mice exhibit features consistent with an inflammatory dermatosis. (**A**) Representative photomicrograph of a hematoxylin & eosin (H&E) stain slide of non-lesional skin from a C57.*Pparg*-/-^epi^ mouse. While hyperkeratosis was observed (blue arrow in **A**), the epidermis did not exhibit evidence of hyperplasia, and no significant inflammatory infiltrate was observed. Sebaceous glands are also absent.Scale bar = 50 µm. (**B**) Representative H&E of lesional skin from a C57.*Pparg*-/-^epi^ mouse. The lesions show areas of parakeratosis and intracorneal serum, neutrophils, and focal hemorrhage (blue arrow in **B**). The epidermis was acanthotic and mildly spongiotic with subjacent proliferation of hair follicle epithelium (white arrow). Lesional skin was also associated with increased inflammatory infiltrates and areas of dermal fibrosis (yellow arrow). Scale bar = 50 µm. (**C**) The top 20 of 23 genes that mapped to the antimicrobial humoral response GO term are shown (iPathwayGuide, Advaita, GO:0019730; *p*-value = 1.64E-04). Gene mapping was restricted to genes that had a │log2 FC│ > 0.6 at an FDR < 0.05. The *Y*-axis represents the log2 fold change (logFC). Up-regulated genes are shown in red columns. The box represents the 1^st^ quartile, the median and the 3^rd^ quartile for all genes in the GO term. The whiskers represent the minimum and maximum, and the circles represent the outliers.

**Figure 4:**
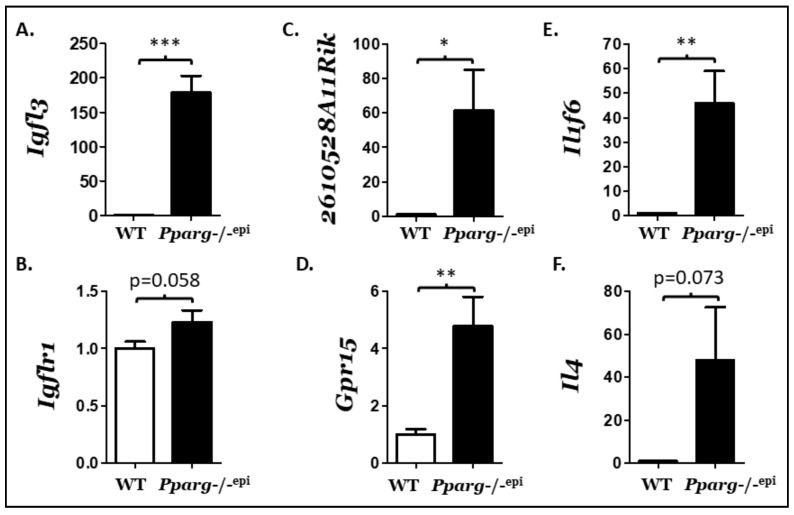
Confirmation of transcriptional upregulation for mediators associated with inflammatory skin disease. Total RNA was extracted from full-thickness non-lesional skin of C57.*Pparg*-/-^epi^ (*Pparg*-/-^epi^) mice and wildtype (WT) sibling controls. Quantitative RT-PCR was then performed, and results were normalized to U. Results represent the fold-change in individual transcript levels between *Pparg*-/-^epi^ and WT controls. (**A**) Relative expression of *Igfl3*. (**B**) Relative expression of the IGFL3 receptor, *Igflr1*. (**C**) Relative expression of 26*10528A11Rik*. (**D**) Relative expression of the 2610528A11Rik receptor, *Gpr15*. (**E**) Relative expression of *Il4*. (**F**) Relative expression of *Il1f6* (IL36α). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001, 2-tailed *t*-test with Welch’s correction.

**Figure 5:**
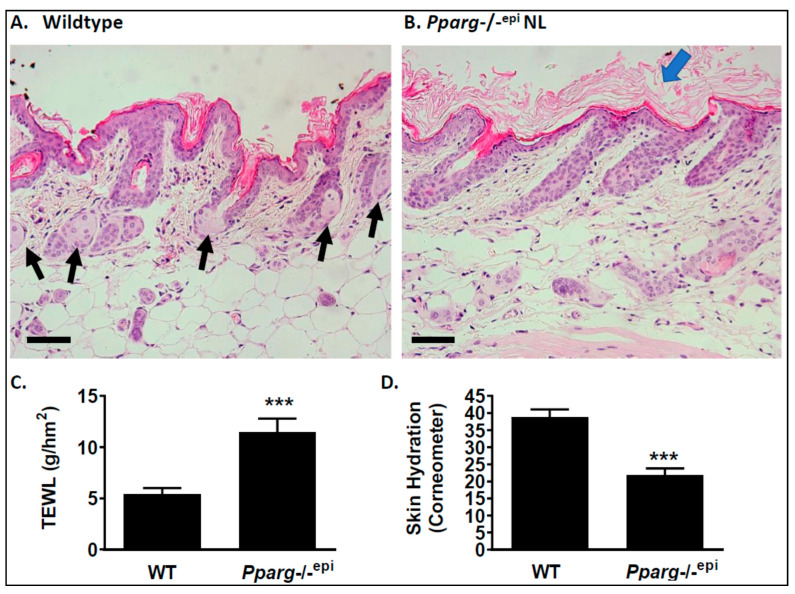
Loss of epidermal Pparg results in an asebia phenotype with hyperkeratosis. (**A**) Representative photomicrograph of a hematoxylin & eosin (H&E) stained slide of skin from a sibling wildtype control mouse. Sebaceous glands are noted by the black arrows. Scale bar = 50 µm. (**B**) Representative photomicrograph of a H&E-stained slide of skin from a *Pparg*-/-^epi^ mouse (SKH1 background). As in C57.*Pparg*-/-^epi^ mouse epidermis (Figure 3A), hyperkeratosis was observed (blue arrow). However, the absence of visible sebaceous glands was again apparent (see also Figure 3A). Scale bar = 50 µm. (**C**) Transepidermal water loss (TEWL) is increased in *Pparg*-/-^epi^ relative to wildtype sibling controls. (**D**) Skin hydration is reduced in *Pparg*-/-^epi^ relative to wildtype sibling controls. ***, *p* < 0.001, 2-tailed *t*-test.

**Table 1:** Differentially expressed genes that are associated with inflammasome activation and pyroptosis [45,47].

		Gene Information	C57.*Pparg*-/-^epi^ vs. WT	
	Gene	Gene Name	Fold Change	FDR
**Inflammasome sensor proteins and caspases**	*Aim2*	absent in melanoma 2	3.67	1.11E-18
	*Nod2*	nucleotide-binding oligomerization domain containing 2	2.79	8.76E-07
	*Nlrp3*	NLR family, pyrin domain containing 3	2.14	0.025
	*Nlrp1b*	NLR family, pyrin domain containing 1B	−2.66	1.02E-06
	*Casp4*	caspase 4	2.18	1.57E-07
	*Casp1*	caspase 1	2.15	1.09E-06
**Inflammasome, IL1 family effectors and pore forming gasdermins**	*Gsdma2*	gasdermin A2	17.13	1.16E-05
	*Gsdmc*	gasdermin C	7.11	1.95E-07
	*Gsdma3*	gasdermin A3	3.76	1.24E-01
	*Gsdmc2*	gasdermin C2	2.41	1.46E-02
	*Gsdma*	gasdermin A	2.09	2.24E-09
	*IL1f6*	interleukin 1 family, member 6 (Interleukin 36α)	14.88	8.15E-10
	*Il1f8*	interleukin 1 family, member 8 (Interleukin 36β)	4.30	5.18E-24
	*Il1b*	interleukin 1 beta	2.94	2.71E-02
	*Il18*	interleukin 18	2.01	8.71E-05
	*Il1f9*	Interleukin 1 family, member 9 (Interleukin 36γ)	1.85	6.00E-04
	*Il1f5*	interleukin 1 family, member 5 (delta) (IL36RN)	1.63	3.33E-04

**Table 2:** Differentially expressed transcripts that represent sebaceous gland signature genes required for sebum production and genes required for fatty acid metabolism that are suppressed in C57.*Pparg*-/-^epi^ mice.

	Gene Information		C57.*Pparg*-/-^epi^ vs. WT		
	Gene	Gene Name	Fold Change	FDR	Ref
**Sebaceous gland signature genes**	*Fa2h*	fatty acid 2-hydroxylase	−218.14	1.53E-08	[63]
	*Scd3*	stearoyl-coenzyme A desaturase 3	−216.42	3.00E-08	[64,65]
	*Awat1*	acyl-CoA wax alcohol acyltransferase 1	−77.97	3.84E-05	[16]
	*Far2*	fatty acyl CoA reductase 2	−65.11	3.32E-07	[16,66]
	*Acaa1b*	acetyl-Coenzyme A acyltransferase 1B	−22.84	0.001012	[16]
	*Awat2*	acyl-CoA wax alcohol acyltransferase 2	−16.99	0.000744	[16]
	*Elovl3*	elongation of very long chain fatty acids-like 3	−7.59	1.60E-02	[67,68]
	*Cers4*	ceramide synthase 4	−5.22	0.00019672	[63]
	*Pdzk1*	PDZ domain containing 1	−5.78	0.011	[16]
	*Gldc*	glycine decarboxylase	−4.79	5.83E-08	[16]
	*Scd1*	stearoyl-Coenzyme A desaturase 1	−4.18	3.11E-09	[16]
	*Soat1*	sterol O-acyltransferase 1	−3.59	8.77E-04	[16]
**Fatty acid metabolism, elongation, and transport**	*Acoxl*	acyl-Coenzyme A oxidase-like	−76.37	8.18E-06	[69,70]
	*Slc27a2*	solute carrier family 27, member 2 (very long-chain acyl-CoA synthetase) (fatty acid transport protein 2 (Fatp2)	−20.49	1.88E-11	[71]
	*Scd1*	stearoyl-Coenzyme A desaturase 1	−4.18	3.11E-09	[14,64]
	*Pctp*	phosphatidylcholine transfer protein	−5.19	0.001425211	[72]
	*Elovl5*	ELOVL family member 5, elongation of long chain fatty acids	−3.91	7.67E-4	[73,74]
	*Elovl6*	ELOVL family member 6, elongation of long chain fatty acids	−2.98	1.57E-07	[73,74]
	*Crat*	carnitine acetyltransferase	−2.13	4.77E-02	[75]

**Table 3:** Differentially expressed genes that are associated with GO groups for peptide cross-linking and keratinization.

	Gene Information		C57.*Pparg*-/-^epi^ vs. WT		
	Gene	Gene Name	Fold Change	FDR	EDC Gene (Y/N)
**Genes annotated to peptide cross-linking** **(GO:0018149) (p-value = 3.900E-8)**	*Sprr1b*	small proline-rich protein 1B (Cornifin B)	12.35	1.35E-06	Y
	*Sprr2d*	small proline-rich protein 2D	9.27	1.91E-05	Y
	*Lce3e*	late cornified envelope 3E	8.72	1.51E-05	Y
	*Sprr2h*	small proline-rich protein 2H	8.37	2.72E-05	Y
	*Lce3d*	late cornified envelope 3D	8.13	4.01E-04	Y
	*Lce3f*	late cornified envelope 3F	8.07	0.00061	Y
	*Lce1g*	late cornified envelope 1G	7.26	6.15E-09	Y
	*Sprr2i*	small proline-rich protein 2I	6.33	0.00018	Y
	*Sprr2g*	small proline-rich protein 2G	5.61	0.00024	Y
	*Lce3c*	late cornified envelope 3C	5.03	1.21E-07	Y
	*Sprr2a3*	small proline-rich protein 2A3	4.65	0.00341	Y
	*Sprr2f*	small proline-rich protein 2F	4.31	2.76E-03	Y
	*Sprr2e*	small proline-rich protein 2E	3.69	0.14988	Y
	*Lce1e*	late cornified envelope 1E	3.3	4.99E-07	Y
	*Lce1k*	late cornified envelope 1K	3.22	6.24E-06	Y
	*Sprr1a*	small proline-rich protein 1A (Cornifin A)	3	6.86E-02	Y
	*Sprr4*	small proline-rich protein 4	2.92	0.35494	Y
	*Lce1f*	late cornified envelope 1F	2.85	2.76E-06	Y
	*Lce6a*	late cornified envelope 6A	2.64	2.36E-07	Y
	*Lce1j*	late cornified envelope 1J	2.18	2.34E-03	Y
	*Ivl*	involucrin	2	1.96E-11	Y
	*Tgm7*	transglutaminase 7	−7.40	5.37E-06	N
**Genes annotated to keratinization** **(GO:0031424) (*p*-value = 2.100e-5)** **and Keratin gene expression**	*Krt16*	keratin 16	7.53	1.74E-05	N
	*Krt42*	keratin 42	7.00	2.59E-05	N
	*Krt6b*	keratin 6B	6.56	0.042	N
	*Krt79*	keratin 79	6.51	0.00052	N
	*Krt6a*	keratin 6A	5.75	0.00054	N
	*Casp14*	caspase 14	3.51	4.26E-11	N
	*Krt17*	keratin 17	3.47	9.06E-09	N
	*Tgm3*	transglutaminase 3, E polypeptide	3.44	5.11E-10	N
	*Krt7*	keratin 7	3.19	2.10E-08	N
	*Hrnr*	hornerin	2.97	1.34E-05	Y
	*Krt4*	keratin 4	2.39	9.26E-03	N
	*Krt 14*	keratin 14	1.97	2.97E-05	N
	*Cdh3*	cadherin 3	1.61	0.0017	N
	*Krt 24*	keratin 24	-5.47	1.84E-07	N
	*Krt 15*	keratin 15	-3.33	4.13E-09	N

## Data Availability

The data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus (GEO) [97] and are accessible through GEO Series accession number GSE164024 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164024).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22168634/s1.

# Supplementary material for: Epidermal PPARγ Is a Key Homeostatic Regulator of Cutaneous Inflammation and Barrier Function in Mouse Skin
**Source:** Int J Mol Sci. 2021 Aug 11;22(16):8634. doi: 10.3390/ijms22168634

## Supplemental Information

### **Epidermal PPAR $\gamma$ is a key homeostatic regulator of cutaneous inflammation and barrier function in mouse skin.**

Raymond L. Konger, Ethel Derr-Yellin, Teresa A Zimmers, Terrence Katona, Xiaoling Xuei, Yunlong Liu, Hong-Ming Zhou, Ed Ronald Simpson Jr, and Matthew J. Turner.

#### Table of Contents:

Fig S1

Fig S2

Supplemental Table 2

Supplemental Table 3

Fig S3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Fig S4

Fig S5

Fig S6

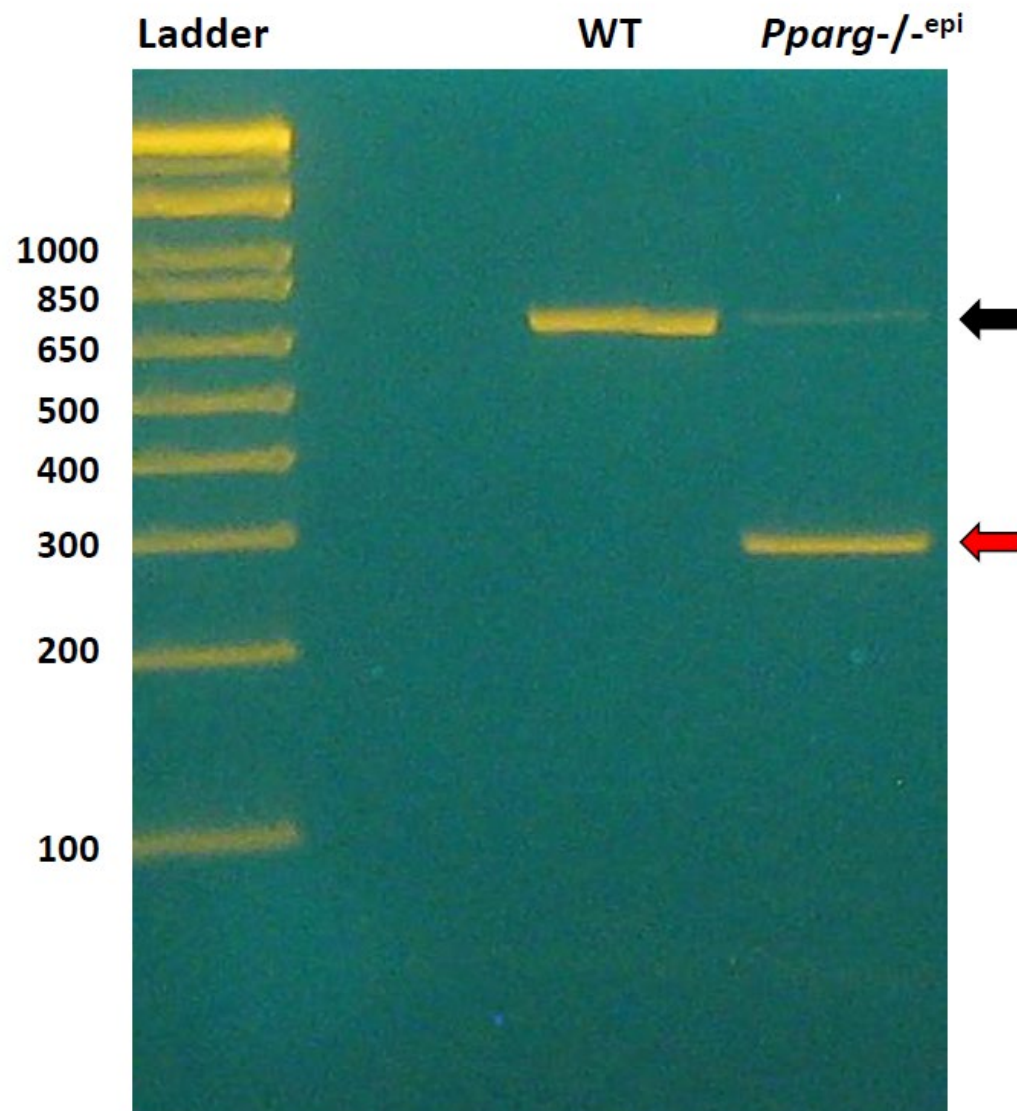

**Fig S1: Detection of WT and mutant *Pparg1* mRNA in RNA prepared from cultured keratinocytes.** Wildtype (WT) and *Pparg*<sup>-/-epi</sup> mice were euthanized and the dorsal epidermis was removed for keratinocyte culture. Total RNA was extracted, and RT-PCR performed using primers that detect the WT transcript (700 bp, black arrow) or mutant transcript (300 bp, red arrow).

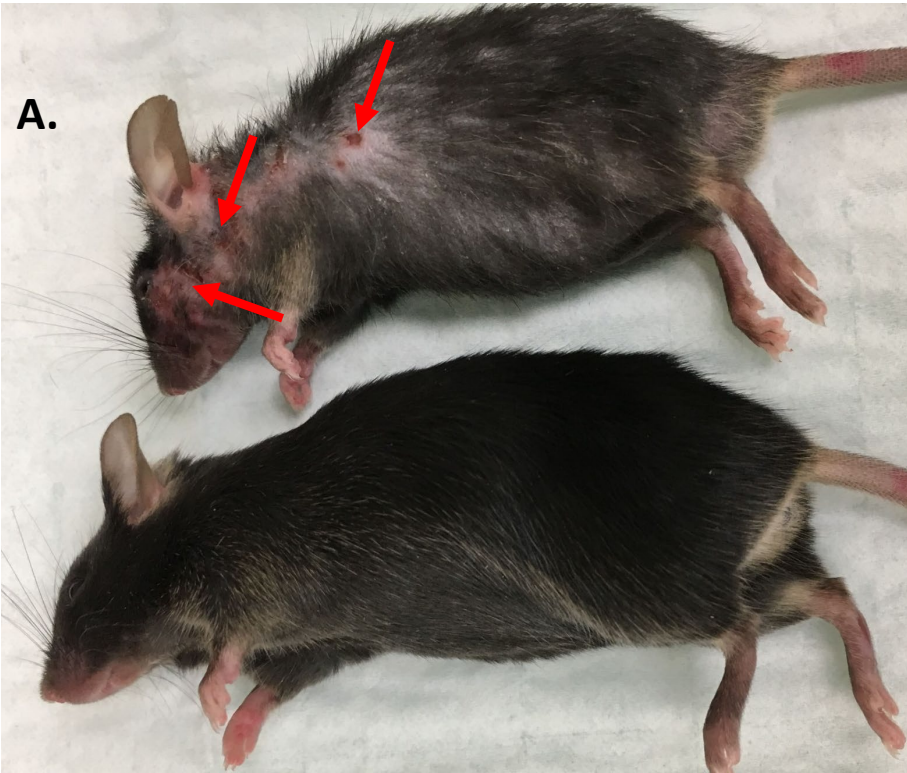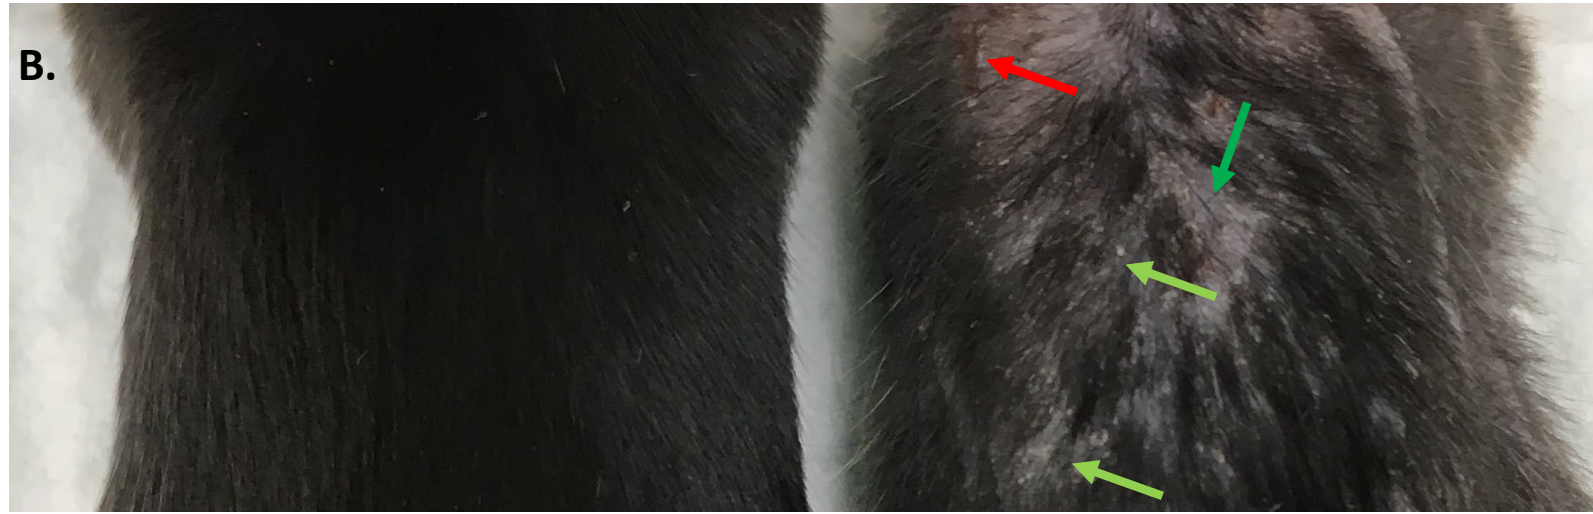

**Fig S2.**

**A.)** Compared to a wildtype control (bottom mouse), C57.*Pparg*<sup>-/-epi</sup> mice (top mouse) have sparse hair (alopecia) and areas of inflammation and erosions (red arrows).

**B.)** Compared to a wildtype control (left mouse), C57.*Pparg*<sup>-/-epi</sup> mice (right mouse) have an area of excoriation (red arrow), with alopecia and flaky hyperkeratotic skin with dandruff (green arrows).

Supplemental Table 2: Phenotype of wildtype (WT) sibling controls & C57.*Pparg*<sup>-/-epi</sup> mice

| Phenotype   |                                | Hair loss |    |          | Dandruff |    |          | Blepharitis |    |          | Erythematous lesions |    |          | Skin wounds*** |    |          |
|-------------|--------------------------------|-----------|----|----------|----------|----|----------|-------------|----|----------|----------------------|----|----------|----------------|----|----------|
| Age (Weeks) | Genotype                       | Yes       | No | P-value* | Yes      | No | P-value* | Yes         | No | P-value* | Yes                  | No | P-value* | Yes            | No | P-value* |
| 18-23       | WT                             | 0         | 6  | p=0.0003 | 0        | 6  | p=0.0003 | 0           | 6  | p=0.0003 | 0                    | 6  | p=0.0003 | 0              | 6  | p=0.0097 |
|             | <i>Pparg</i> <sup>-/-epi</sup> | 8         | 0  |          | 8        | 0  |          | 8           | 0  |          | 8                    | 0  |          | 6              | 2  |          |
| 8-10        | WT                             | 0         | 8  | p<0.0001 | 0        | 8  | p<0.0001 | 0           | 8  | p<0.0001 | 0                    | 8  | p<0.0001 | 0              | 8  | p=1.0000 |
|             | <i>Pparg</i> <sup>-/-epi</sup> | 12        | 1  |          | 12       | 1  |          | 12          | 1  |          | 12                   | 1  |          | 1              | 12 |          |
| 3-4         | WT                             | 0         | 14 | p<0.0001 | 0        | 14 | p<0.0001 | 0           | 14 | p<0.0001 | 0                    | 14 | p<0.0001 | 0              | 14 | NA**     |
|             | <i>Pparg</i> <sup>-/-epi</sup> | 14        | 1  |          | 12       | 3  |          | 13          | 2  |          | 12                   | 3  |          | 0              | 15 |          |

\* Fisher’s exact test (two-sided)  
\*\* Unable to calculate with one row filled with zeros  
\*\*\* Erosions and excoriations

Supplemental Table 3: Cytokine-cytokine receptor interaction - Mus musculus KEGG: 04060

|    |                |        | Log2fc  > 0.6 AND FDR < 0.05 |             |          |  |    |                  |        | Log2fc  > 0.6 AND FDR < 0.05 |             |          |
|----|----------------|--------|------------------------------|-------------|----------|--|----|------------------|--------|------------------------------|-------------|----------|
| #  | symbol         | entrez | log2fc                       | fold change | FDR      |  | #  | symbol           | entrez | log2fc                       | fold change | FDR      |
| 1  | <i>Il1f6</i>   | 54448  | 3.90                         | 14.88       | 0.000001 |  | 32 | <i>Il27ra</i>    | 50931  | 1.15                         | 2.21        | 0.025203 |
| 2  | <i>Cxcr2</i>   | 12765  | 3.53                         | 11.58       | 0.000099 |  | 33 | <i>Csf3r</i>     | 12986  | 1.13                         | 2.19        | 0.0407   |
| 3  | <i>Ccl1</i>    | 20290  | 3.37                         | 10.31       | 0.000001 |  | 34 | <i>Tnfsf15</i>   | 326623 | 1.13                         | 2.19        | 0.000455 |
| 4  | <i>Ccr1</i>    | 12768  | 3.27                         | 9.62        | 0.001382 |  | 35 | <i>Csf2rb</i>    | 12983  | 1.04                         | 2.05        | 0.00841  |
| 5  | <i>Il23a</i>   | 83430  | 3.05                         | 8.29        | 1.55E-05 |  | 36 | <i>Tnfrsf12a</i> | 27279  | 1.03                         | 2.04        | 0.00258  |
| 6  | <i>Inhba</i>   | 16323  | 2.70                         | 6.49        | 0.000001 |  | 37 | <i>Il18</i>      | 16173  | 1.01                         | 2.01        | 8.71E-05 |
| 7  | <i>Ccl2</i>    | 20296  | 2.49                         | 5.62        | 8.37E-05 |  | 38 | <i>Il2ra</i>     | 16184  | 1.00                         | 2.00        | 0.0204   |
| 8  | <i>Il21r</i>   | 60504  | 2.35                         | 5.09        | 0.000001 |  | 39 | <i>Tnf</i>       | 21926  | 0.92                         | 1.89        | 0.0251   |
| 9  | <i>Cxcl9</i>   | 17329  | 2.17                         | 4.49        | 0.0009   |  | 40 | <i>Il1f9</i>     | 215257 | 0.88                         | 1.85        | 0.000601 |
| 10 | <i>Ccr6</i>    | 12458  | 2.15                         | 4.44        | 0.01565  |  | 41 | <i>Tnfrsf1b</i>  | 21938  | 0.88                         | 1.84        | 0.0154   |
| 11 | <i>Il1f8</i>   | 69677  | 2.11                         | 4.30        | 0.000001 |  | 42 | <i>Cxcr6</i>     | 80901  | 0.75                         | 1.68        | 0.015752 |
| 12 | <i>Il12b</i>   | 16160  | 2.09                         | 4.27        | 0.00026  |  | 43 | <i>Il1f5</i>     | 54450  | 0.70                         | 1.63        | 0.000333 |
| 13 | <i>Cxcl10</i>  | 15945  | 2.07                         | 4.19        | 0.00157  |  | 44 | <i>Il4ra</i>     | 16190  | 0.67                         | 1.59        | 0.000734 |
| 14 | <i>Ccr7</i>    | 12775  | 2.07                         | 4.19        | 0.000157 |  | 45 | <i>Bmp2</i>      | 12156  | -0.68                        | -1.61       | 0.030541 |
| 15 | <i>Inhbb</i>   | 16324  | 1.90                         | 3.73        | 0.0399   |  | 46 | <i>Ackr4</i>     | 252837 | -0.76                        | -1.69       | 0.000157 |
| 16 | <i>Tnfsf13</i> | 69583  | 1.87                         | 3.65        | 1.34E-05 |  | 47 | <i>Il18r1</i>    | 16182  | -0.78                        | -1.72       | 0.001735 |
| 17 | <i>Ccl20</i>   | 20297  | 1.80                         | 3.49        | 0.00937  |  | 48 | <i>Il33</i>      | 77125  | -0.86                        | -1.81       | 0.009105 |
| 18 | <i>Ccr5</i>    | 12774  | 1.79                         | 3.45        | 0.025535 |  | 49 | <i>Il1r2</i>     | 16178  | -0.94                        | -1.92       | 0.00209  |
| 19 | <i>Tnfsf9</i>  | 21950  | 1.74                         | 3.34        | 0.000104 |  | 50 | <i>Tnfrsf21</i>  | 94185  | -0.96                        | -1.95       | 3.72E-06 |
| 20 | <i>Ccl22</i>   | 20299  | 1.65                         | 3.13        | 4.68E-06 |  | 51 | <i>Il15</i>      | 16168  | -1.02                        | -2.03       | 0.009471 |
| 21 | <i>Il9r</i>    | 16199  | 1.56                         | 2.95        | 0.025078 |  | 52 | <i>Ccr4</i>      | 12773  | -1.03                        | -2.04       | 0.007785 |
| 22 | <i>Il1b</i>    | 16176  | 1.56                         | 2.94        | 0.0271   |  | 53 | <i>Il34</i>      | 76527  | -1.03                        | -2.05       | 2.48E-05 |
| 23 | <i>Tnfrsf9</i> | 21942  | 1.53                         | 2.89        | 5.09E-05 |  | 54 | <i>Bmp4</i>      | 12159  | -1.12                        | -2.17       | 7.04E-05 |
| 24 | <i>Ccl7</i>    | 20306  | 1.50                         | 2.83        | 0.0148   |  | 55 | <i>Fas</i>       | 14102  | -1.13                        | -2.18       | 1.64E-05 |
| 25 | <i>Cxcr4</i>   | 12767  | 1.45                         | 2.73        | 0.017978 |  | 56 | <i>Tnfrsf13c</i> | 72049  | -1.15                        | -2.21       | 0.0114   |
| 26 | <i>Ccl19</i>   | 24047  | 1.41                         | 2.66        | 0.013322 |  | 57 | <i>Ngfr</i>      | 18053  | -1.21                        | -2.31       | 0.000157 |
| 27 | <i>Il18rap</i> | 16174  | 1.32                         | 2.49        | 0.000143 |  | 58 | <i>Il12rb2</i>   | 16162  | -1.29                        | -2.45       | 0.000001 |
| 28 | <i>Csf2rb2</i> | 12984  | 1.30                         | 2.47        | 2.31E-05 |  | 59 | <i>Cxcl14</i>    | 57266  | -1.38                        | -2.61       | 0.00334  |
| 29 | <i>Ccl17</i>   | 20295  | 1.27                         | 2.41        | 0.016702 |  | 60 | <i>Tnfrsf11b</i> | 18383  | -1.46                        | -2.75       | 0.000001 |
| 30 | <i>Cxcl16</i>  | 66102  | 1.18                         | 2.27        | 0.000001 |  | 61 | <i>Tnfsf18</i>   | 240873 | -1.53                        | -2.89       | 0.00435  |
| 31 | <i>Bmp7</i>    | 12162  | 1.18                         | 2.26        | 8.93E-05 |  | 62 | <i>Il20ra</i>    | 237313 | -1.54                        | -2.91       | 7.22E-05 |
|    |                |        |                              |             |          |  | 63 | <i>Il31ra</i>    | 218624 | -2.99                        | -7.96       | 0.000589 |

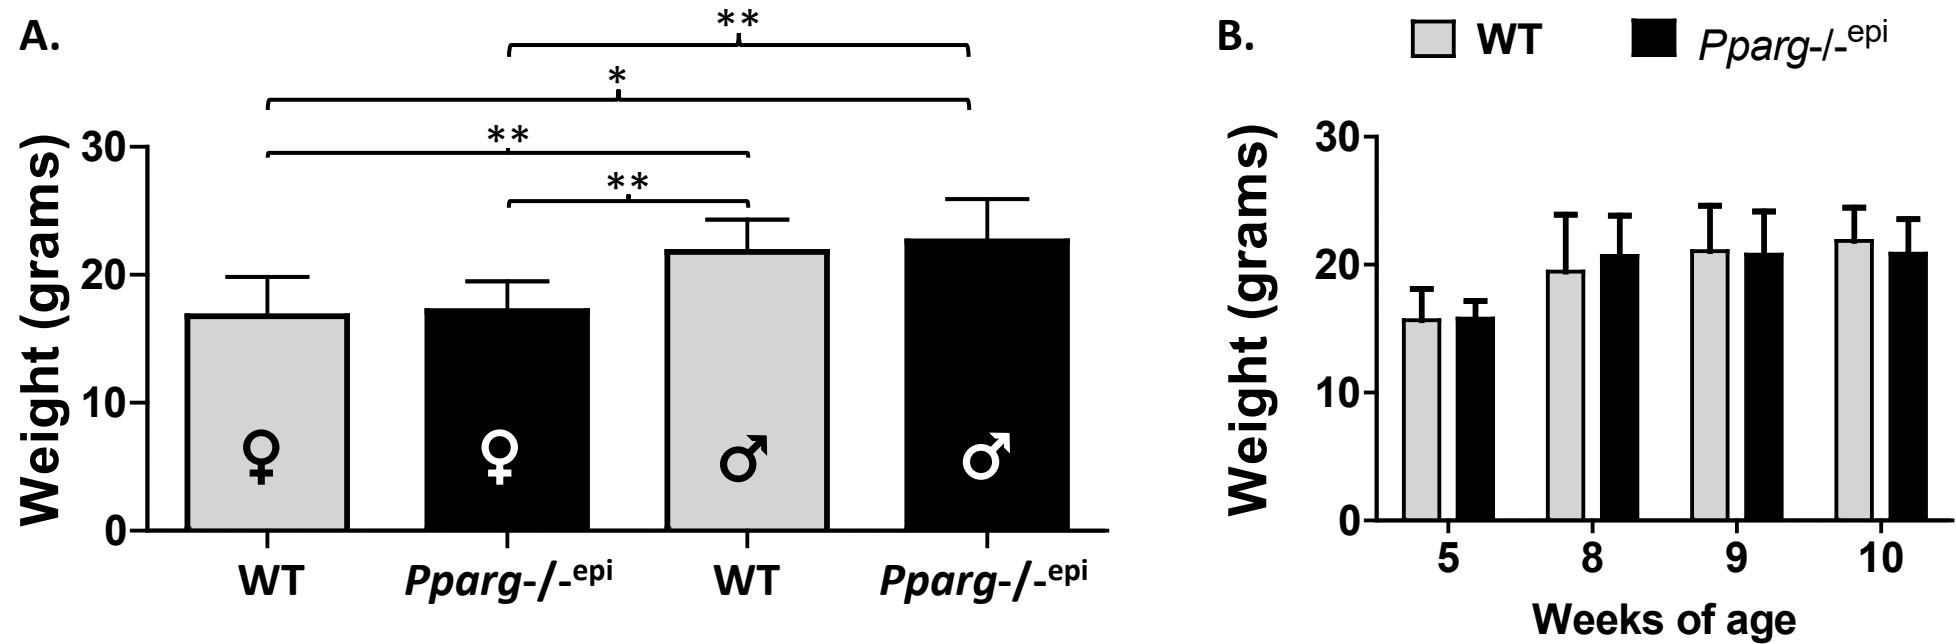

**Fig S3. Mouse weights as a function of gender, age and knockout status.** A.) Male (♂) mice are larger than female (♀) mice, but the absence of epidermal *Pparg* has no effect on mouse weight for either gender. C57.*Pparg*<sup>-/-epi</sup> (*Pparg*<sup>-/-epi</sup>) and their wildtype (WT) sibling controls were age-matched from the range of 5-10 weeks of age to determine whether loss of epidermal *Pparg* or gender were associated with a change in weight (n=5 mice per group, age-matched at a mean of 7.4 weeks of age per group). Male mice of both genotypes were significantly larger than the female mice of either genotype. There was no significant difference in mouse weights between WT and *Pparg*<sup>-/-epi</sup> mice regardless of gender. \*, p<0.05; \*\*, p<0.01; One-way ANOVA with Tukey's multiple comparisons test. B.) There is no significant difference in WT and *Pparg*<sup>-/-epi</sup> mouse weight at any week in the period of 5 to 10 weeks of age. Male and female mice for each genotype were weighed. A total of 13 (week 5), 17 (week 8), 16 (week 9) and 9 (week 10) male and female mice of both genotypes were weighed. The mean weight per gender and genotype was then determined. The results represent the average of the male and female mean weights for each age group.

A.

| Pruning Type: None                        |           |               |                      | Pruning Type: Elim                  |          | Pruning Type: Weight                |           |
|-------------------------------------------|-----------|---------------|----------------------|-------------------------------------|----------|-------------------------------------|-----------|
| GO Term                                   | p-value   | p-value (FDR) | p-value (Bonferroni) | GO Term                             | p-value  | GO Term                             | p-value   |
| cytokine activity                         | 5.100e-14 | 9.320e-11     | 9.506e-11            | cytokine activity                   | 1.300e-9 | cytokine activity                   | 5.100e-14 |
| transmembrane signaling receptor activity | 1.000e-13 | 9.320e-11     | 1.863e-10            | serine-type endopeptidase activity  | 5.800e-8 | serine-type endopeptidase activity  | 5.800e-8  |
| receptor ligand activity                  | 4.700e-13 | 2.920e-10     | 8.761e-10            | calcium ion binding                 | 1.000e-6 | cytokine receptor activity          | 3.100e-7  |
| signaling receptor activity               | 1.200e-12 | 5.591e-10     | 2.237e-9             | G protein-coupled receptor activity | 4.500e-6 | calcium ion binding                 | 1.000e-6  |
| receptor regulator activity               | 6.300e-12 | 2.349e-9      | 1.174e-8             | chemokine activity                  | 5.200e-6 | G protein-coupled receptor activity | 1.200e-5  |

B.

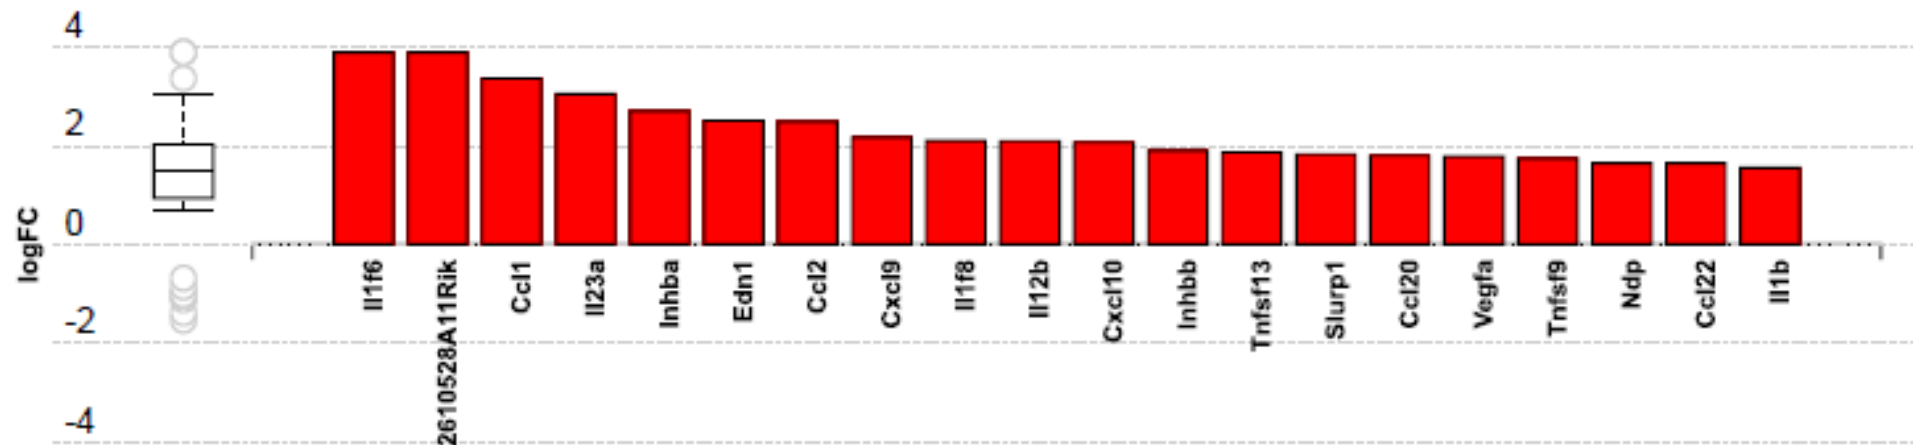

(c) Advaita Corporation 2020

**Fig S4.**

**A.)** After mRNA sequencing of wildtype and C57.*Pparg*<sup>-/-epi</sup> mouse epidermal scrapings, differential expression (DE) analysis was performed and Gene Ontology (GO) analysis was performed for Molecular Function GO terms (Advaita Corp). The top 5 GO groups that annotate to the DE data are shown after no pruning, Elim or Weight pruning.

**B.)** All the differentially expressed genes that are annotated to cytokine activity (GO:0005125) are ranked based on their value of log2 fold change. The plot shows the top 20 of 42 differentially expressed genes. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this GO term. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

Supplemental Table 4: Cytokine activity GO:0005125

| Log2fc   > 0.6 AND FDR < 0.05 |                      |        |        |             |          | Log2fc   > 0.6 AND FDR < 0.05 |                |        |        |             |          |
|-------------------------------|----------------------|--------|--------|-------------|----------|-------------------------------|----------------|--------|--------|-------------|----------|
| #                             | symbol               | entrez | log2fc | fold change | FDR      | #                             | symbol         | entrez | log2fc | fold change | FDR      |
| 1                             | <i>Il1f6</i>         | 54448  | 3.90   | 14.88       | 0.000001 | 22                            | <i>Ccl7</i>    | 20306  | 1.50   | 2.83        | 0.0148   |
| 2                             | <i>2610528A11Rik</i> | 70045  | 3.89   | 14.84       | 0.000001 | 23                            | <i>Ccl19</i>   | 24047  | 1.41   | 2.66        | 0.013322 |
| 3                             | <i>Ccl1</i>          | 20290  | 3.37   | 10.31       | 0.000001 | 24                            | <i>Ebi3</i>    | 50498  | 1.31   | 2.48        | 0.007295 |
| 4                             | <i>Il23a</i>         | 83430  | 3.05   | 8.29        | 1.55E-05 | 25                            | <i>Ccl17</i>   | 20295  | 1.27   | 2.41        | 0.016702 |
| 5                             | <i>Inhba</i>         | 16323  | 2.70   | 6.49        | 0.000001 | 26                            | <i>Pglyrp1</i> | 21946  | 1.27   | 2.41        | 0.00434  |
| 6                             | <i>Edn1</i>          | 13614  | 2.51   | 5.70        | 0.000001 | 27                            | <i>Cxcl16</i>  | 66102  | 1.18   | 2.27        | 0.000001 |
| 7                             | <i>Ccl2</i>          | 20296  | 2.49   | 5.62        | 8.37E-05 | 28                            | <i>Bmp7</i>    | 12162  | 1.18   | 2.26        | 8.93E-05 |
| 8                             | <i>Cxcl9</i>         | 17329  | 2.17   | 4.49        | 0.0009   | 29                            | <i>Tnfsf15</i> | 326623 | 1.13   | 2.19        | 0.000455 |
| 9                             | <i>Il1f8</i>         | 69677  | 2.11   | 4.30        | 0.000001 | 30                            | <i>Kitl</i>    | 17311  | 1.12   | 2.18        | 0.0112   |
| 10                            | <i>Il12b</i>         | 16160  | 2.09   | 4.27        | 0.00026  | 31                            | <i>Il18</i>    | 16173  | 1.01   | 2.01        | 8.71E-05 |
| 11                            | <i>Cxcl10</i>        | 15945  | 2.07   | 4.19        | 0.00157  | 32                            | <i>Tnf</i>     | 21926  | 0.92   | 1.89        | 0.0251   |
| 12                            | <i>Inhbb</i>         | 16324  | 1.90   | 3.73        | 0.0399   | 33                            | <i>Il1f9</i>   | 215257 | 0.88   | 1.85        | 0.000601 |
| 13                            | <i>Tnfsf13</i>       | 69583  | 1.87   | 3.65        | 1.34E-05 | 34                            | <i>Il1f5</i>   | 54450  | 0.70   | -1.63       | 0.000333 |
| 14                            | <i>Slurp1</i>        | 57277  | 1.83   | 3.55        | 1.16E-05 | 35                            | <i>Bmp2</i>    | 12156  | -0.68  | -1.61       | 0.030541 |
| 15                            | <i>Ccl20</i>         | 20297  | 1.80   | 3.49        | 0.00937  | 36                            | <i>Il33</i>    | 77125  | -0.86  | -1.81       | 0.009105 |
| 16                            | <i>Vegfa</i>         | 22339  | 1.78   | 3.43        | 0.000001 | 37                            | <i>Il15</i>    | 16168  | -1.02  | -2.03       | 0.009471 |
| 17                            | <i>Tnfsf9</i>        | 21950  | 1.74   | 3.34        | 0.000104 | 38                            | <i>Crlf1</i>   | 12931  | -1.02  | -2.03       | 0.022838 |
| 18                            | <i>Ndp</i>           | 17986  | 1.65   | 3.14        | 0.048804 | 39                            | <i>Il34</i>    | 76527  | -1.03  | -2.05       | 2.48E-05 |
| 19                            | <i>Ccl22</i>         | 20299  | 1.65   | 3.13        | 4.68E-06 | 40                            | <i>Bmp4</i>    | 12159  | -1.12  | -2.17       | 7.04E-05 |
| 20                            | <i>Il1b</i>          | 16176  | 1.56   | 2.94        | 0.0271   | 41                            | <i>Cxcl14</i>  | 57266  | -1.38  | -2.61       | 0.00334  |
| 21                            | <i>Timp1</i>         | 21857  | 1.51   | 2.86        | 0.008624 | 42                            | <i>Tnfsf18</i> | 240873 | -1.53  | -2.89       | 0.00435  |

**Supplemental Table 5: Antimicrobial humoral response - Mus musculus GO: 0019730**

| Log2fc   > 0.6 AND FDR < 0.05 |                |                                                        |         |             |             |
|-------------------------------|----------------|--------------------------------------------------------|---------|-------------|-------------|
| #                             | symbol         | Gene name                                              | log2fc  | fold change | FDR         |
| 1                             | <i>Npy</i>     | neuropeptide Y                                         | 3.47091 | 11.08785    | 0.000606876 |
| 2                             | <i>Ccl1</i>    | chemokine (C-C motif) ligand 1                         | 3.36665 | 10.31486    | 7.67E-08    |
| 3                             | <i>S100a9</i>  | S100 calcium binding protein A9 (calgranulin B)        | 2.72042 | 6.59067     | 8.00E-06    |
| 4                             | <i>Krt6a</i>   | keratin 6A                                             | 2.52339 | 5.74933     | 0.000535161 |
| 5                             | <i>Slpi</i>    | secretory leukocyte peptidase inhibitor                | 2.50067 | 5.65947     | 7.98E-05    |
| 6                             | <i>Ccl2</i>    | chemokine (C-C motif) ligand 2                         | 2.48946 | 5.61568     | 8.37E-05    |
| 7                             | <i>Cxcl9</i>   | chemokine (C-X-C motif) ligand 9                       | 2.16677 | 4.49016     | 0.000899589 |
| 8                             | <i>Cxcl10</i>  | chemokine (C-X-C motif) ligand 10                      | 2.06832 | 4.19397     | 1.57E-03    |
| 9                             | <i>Bcl3</i>    | B cell leukemia/lymphoma 3                             | 1.90686 | 3.74992     | 9.14E-08    |
| 10                            | <i>Ccl20</i>   | chemokine (C-C motif) ligand 20                        | 1.80131 | 3.48536     | 9.37E-03    |
| 11                            | <i>Ang2</i>    | angiogenin, ribonuclease A family, member 2            | 1.75091 | 3.36571     | 4.22E-02    |
| 12                            | <i>Ccl22</i>   | chemokine (C-C motif) ligand 22                        | 1.64502 | 3.12753     | 4.68E-06    |
| 13                            | <i>Nod2</i>    | nucleotide-binding oligomerization domain containing 2 | 1.48099 | 2.79140     | 8.76E-07    |
| 14                            | <i>Colec11</i> | collectin sub-family member 11                         | 1.45847 | 2.74816     | 2.90E-02    |
| 15                            | <i>Ccl19</i>   | chemokine (C-C motif) ligand 19                        | 1.41034 | 2.65800     | 0.013322181 |
| 16                            | <i>Ccl17</i>   | chemokine (C-C motif) ligand 17                        | 1.27182 | 2.41465     | 0.016702333 |
| 17                            | <i>Pglyrp1</i> | peptidoglycan recognition protein 1                    | 1.26689 | 2.40643     | 4.34E-03    |
| 18                            | <i>Pglyrp3</i> | peptidoglycan recognition protein 3                    | 1.00304 | 2.00422     | 1.51E-03    |
| 19                            | <i>Gapdh</i>   | glyceraldehyde-3-phosphate dehydrogenase               | 0.83684 | 1.78613     | 1.36E-02    |
| 20                            | <i>Il1f5</i>   | interleukin 1 family, member 5 (delta)                 | 0.70193 | 1.62668     | 3.33E-04    |
| 21                            | <i>Jchain</i>  | immunoglobulin joining chain                           | -0.665  | -1.58557    | 0.657815763 |
| 22                            | <i>Cxcl14</i>  | chemokine (C-X-C motif) ligand 14                      | -1.3842 | -2.61024    | 3.34E-03    |
| 23                            | <i>Wfdc3</i>   | WAP four-disulfide core domain 3                       | -3.4483 | -10.91538   | 1.86E-03    |

**Supplemental Table 6: Pyroptosis - Mus musculus GO: 0070269**

| Log2fc   > 0.6 AND FDR < 0.05 |               |                                                 |              |             |          |
|-------------------------------|---------------|-------------------------------------------------|--------------|-------------|----------|
| #                             | symbol        | Gene name                                       | log2fc       | fold change | FDR      |
| 1                             | <i>Gsdma2</i> | gasdermin A2                                    | 4.098255464  | 17.12765    | 1.16E-05 |
| 2                             | <i>Gsdmc</i>  | gasdermin C                                     | 2.830369448  | 7.11256     | 1.95E-07 |
| 3                             | <i>Gsdma3</i> | gasdermin A3                                    | 1.910314644  | 3.75891     | 1.24E-01 |
| 4                             | <i>Aim2</i>   | absent in melanoma 2                            | 1.876486072  | 3.67180     | 1.11E-18 |
| 5                             | <i>Gsdmc2</i> | gasdermin C2                                    | 1.269615027  | 2.41097     | 1.46E-02 |
| 6                             | <i>Casp4</i>  | caspase 4, apoptosis-related cysteine peptidase | 1.121450935  | 2.17566     | 1.57E-07 |
| 7                             | <i>Casp1</i>  | caspase 1                                       | 1.104419053  | 2.15012     | 1.09E-06 |
| 8                             | <i>Gsdma</i>  | gasdermin A                                     | 1.065759185  | 2.09327     | 2.24E-09 |
| 9                             | <i>Nlrp1b</i> | NLR family, pyrin domain containing 1B          | -1.410396194 | -2.65810    | 1.02E-06 |

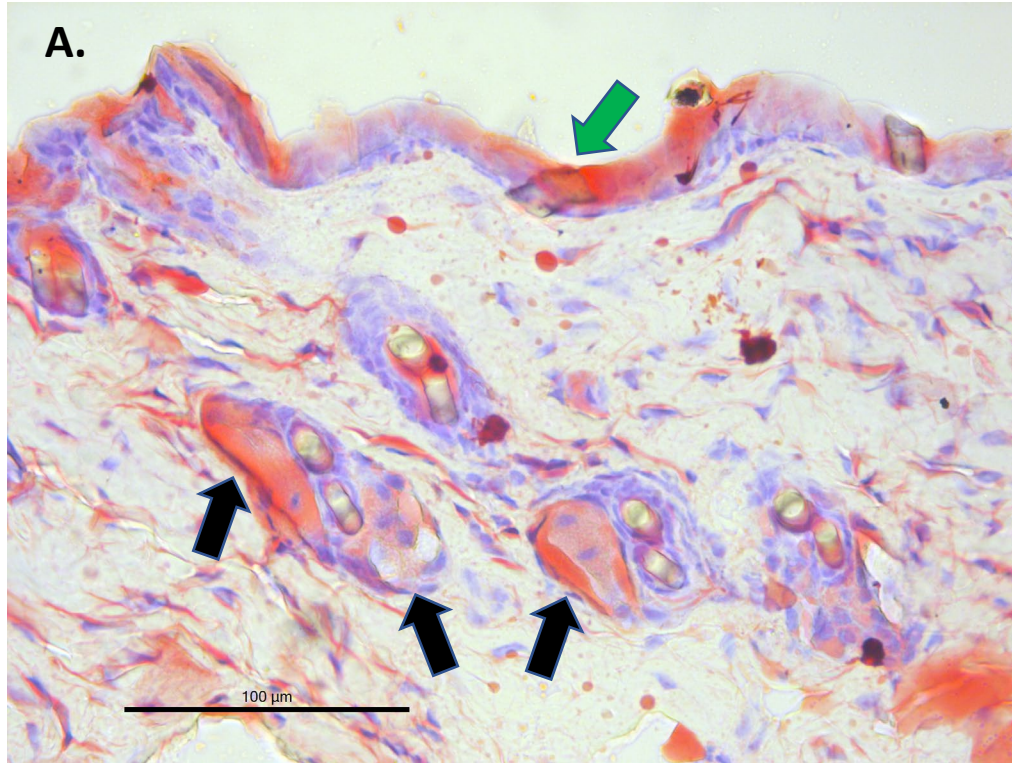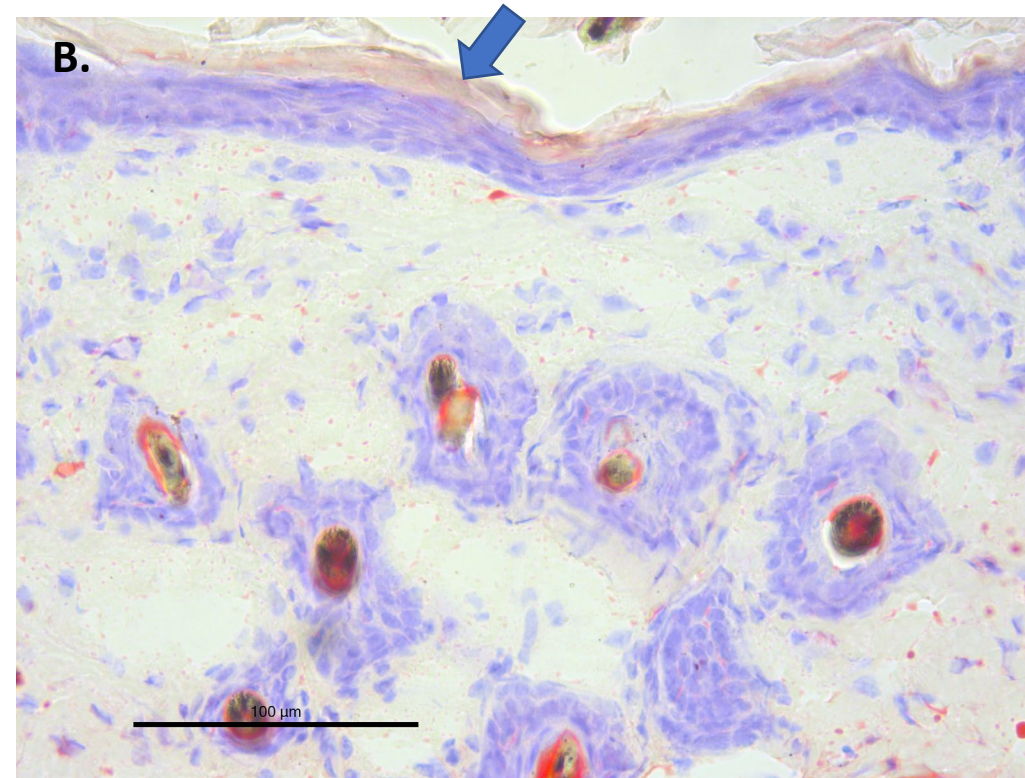

**Fig S5: C57.*Pparg*<sup>-/-epi</sup> mouse skin lacks stratum corneum lipid and evidence of lipid-laden sebocytes.** Wildtype and C57.*Pparg*<sup>-/-epi</sup> mouse skin was stained with Oil Red O to assess the lipid content in sebaceous glands and the stratum corneum. **A.)** Wildtype skin showed staining in the stratum corneum (green arrow) that is consistent with an intact lipid barrier. Staining of sebaceous glands is also observed surrounding hair follicles (black arrows). **B.)** C57.*Pparg*<sup>-/-epi</sup> skin shows hyperkeratosis with a relative paucity of lipid staining in the stratum corneum (blue arrow). Some lipid staining is observed in the hair shaft of hair follicles, but the absence of holocrine glands containing sebaceous cells loaded with sebaceous lipids. Bar represent 100 μm.

**Fig S6: PPAR $\gamma$  immuno-fluorescent staining (IF) shows prominent sebaceous gland immuno-labeling.**

IF labeling of PPAR $\gamma$  (Red), pan-cytokeratin (Green) and nuclear labeling with DAPI (Blue) was performed. A-C). Representative 400x photo-micrographs of *Pparg*<sup>-/-epi</sup> skin. (A) Grescale image of PPAR $\gamma$  staining. (B) Greyscale image of DAPI staining. (C). Merged image with DAPI (blue), PPAR $\gamma$  (red) and pan-cytokeratin (green). D-F)

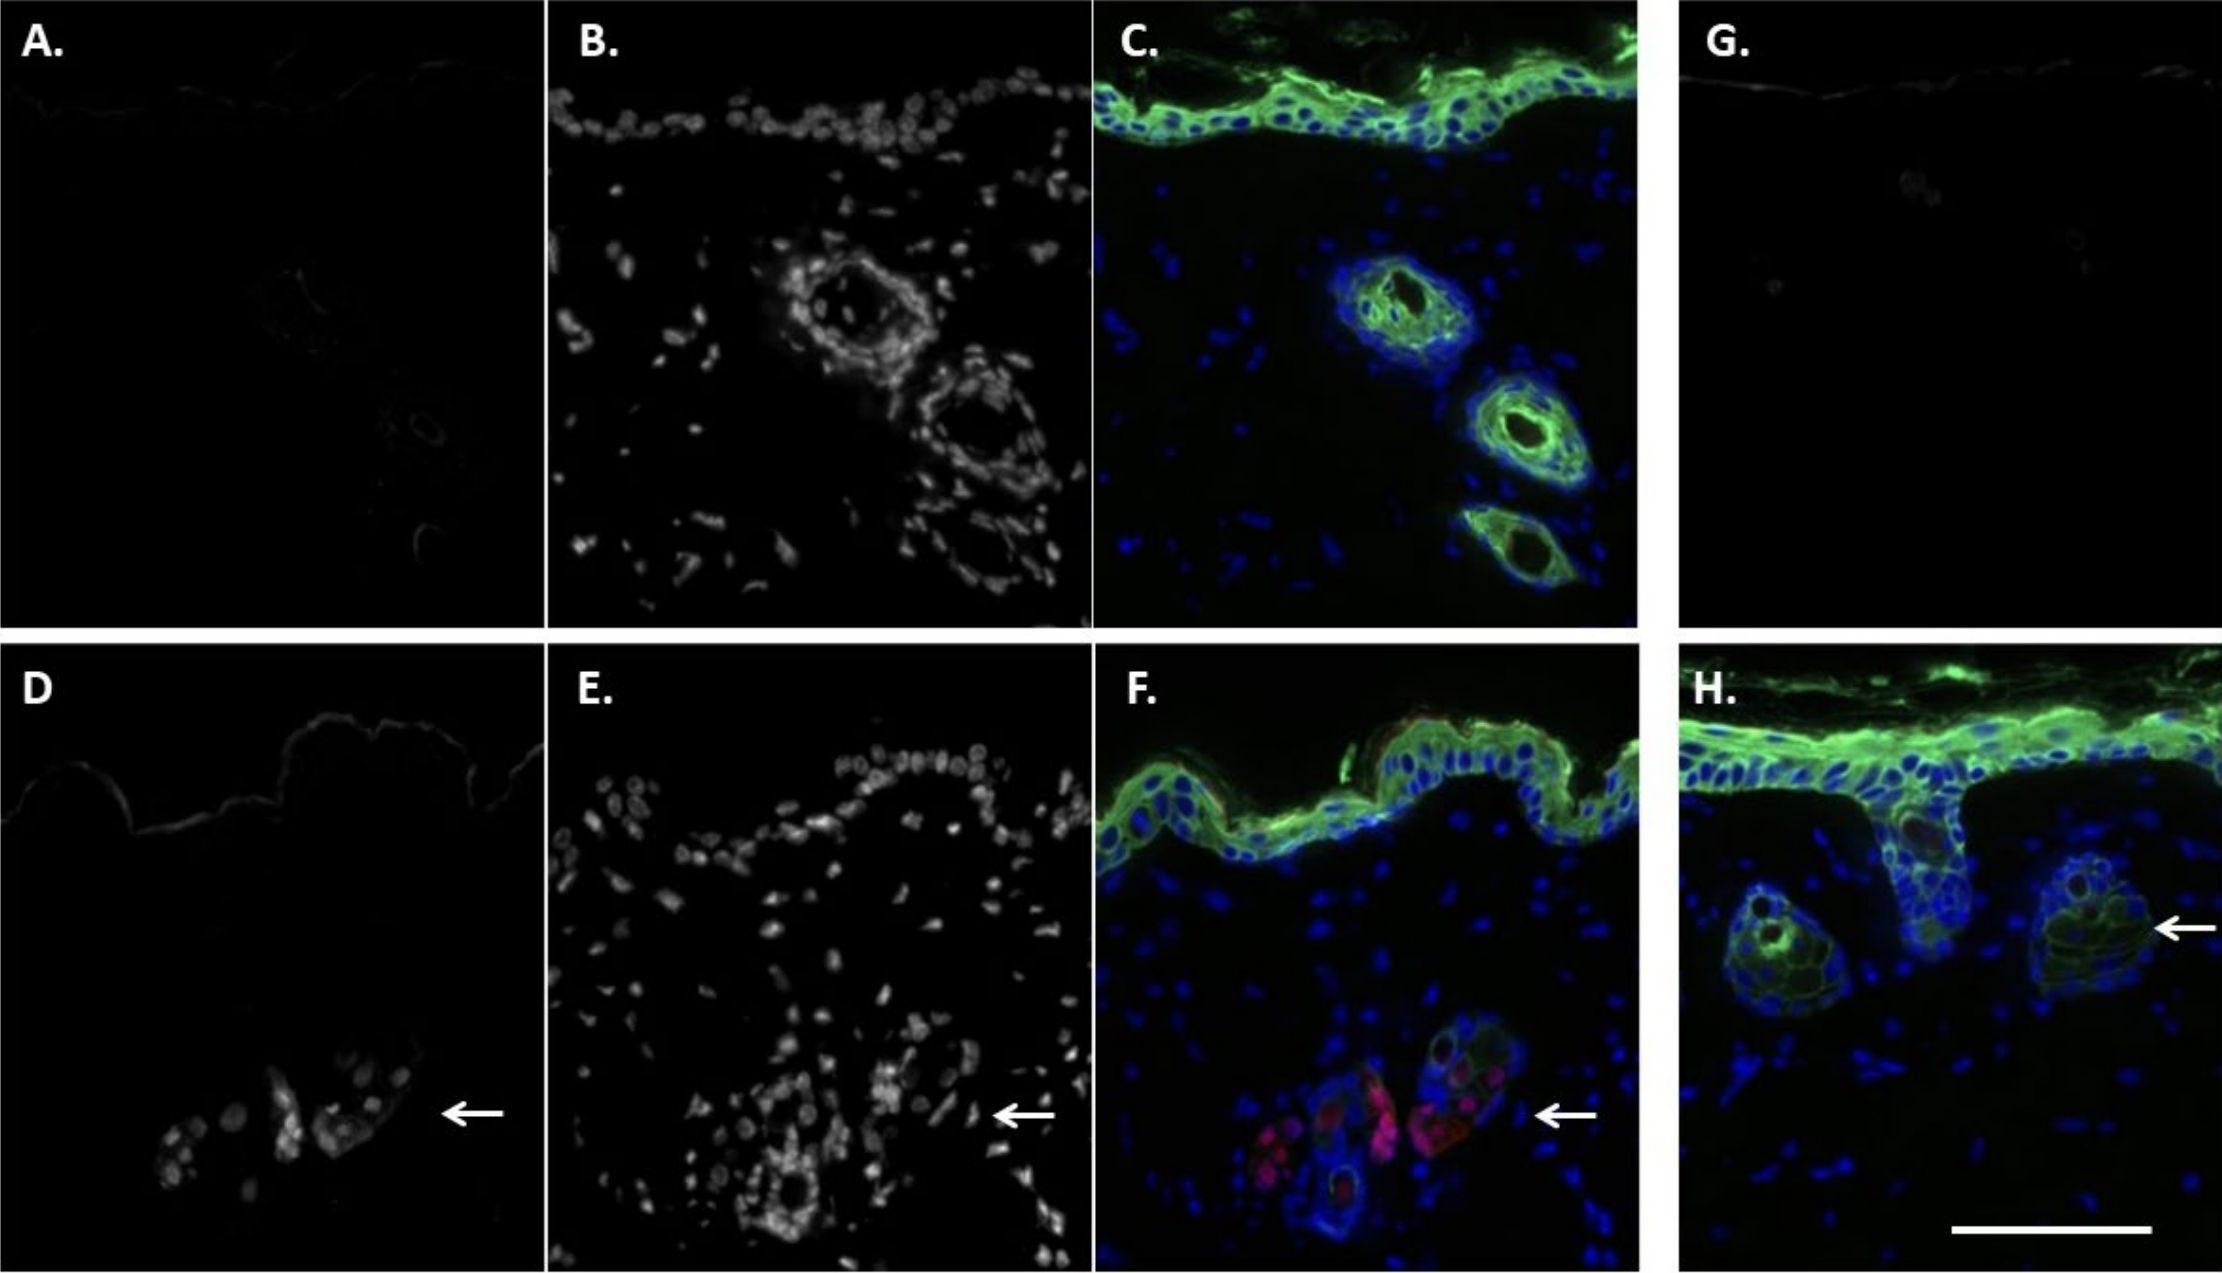

Representative 400x images of wildtype (WT) mouse skin. (A) Grescale image of PPAR $\gamma$  staining. (B) Greyscale image of DAPI staining. (C). Merged image with DAPI (blue), PPAR $\gamma$  (red) and pan-cytokeratin (green). G.) Greyscale image of WT skin negative control (no PPAR $\gamma$  primary). H.) Merged image of WT skin negative control. Arrows point to areas with sebaceous glands. Bar in lower right of panel H = 100  $\mu$ m.

**Fig S7: PPAR $\gamma$  immuno-fluorescent staining (IF) of hypodermal fat shows prominent nuclear immuno-labeling.** IF labeling of PPAR $\gamma$  (Red), pan-cytokeratin (Green) and nuclear labeling with DAPI (Blue) was performed. A-C). Representative 400x photo-micrographs of *Pparg*<sup>-/-epi</sup> hypodermal fat. (A) Grescale image of PPAR $\gamma$  staining. (B) Greyscale image of DAPI staining. (C). Merged image with DAPI (blue), PPAR $\gamma$  (red) and pan-cytokeratin (green). D-F) Representative 400x images of hypodermal adipose tissue in wildtype (WT) mouse skin. (A) Grescale image of PPAR $\gamma$  staining. (B) Greyscale image of DAPI staining. (C). Merged image with DAPI (blue), PPAR $\gamma$  (red) and pan-cytokeratin (green). G.) Greyscale image of WT skin negative control (no PPAR $\gamma$  primary). H.) Merged image of WT skin negative control. Arrows point to several PPAR $\gamma$ <sup>+</sup> nuclei within the hypodermal fat. Bar in lower right of panel H = 100  $\mu$ m.

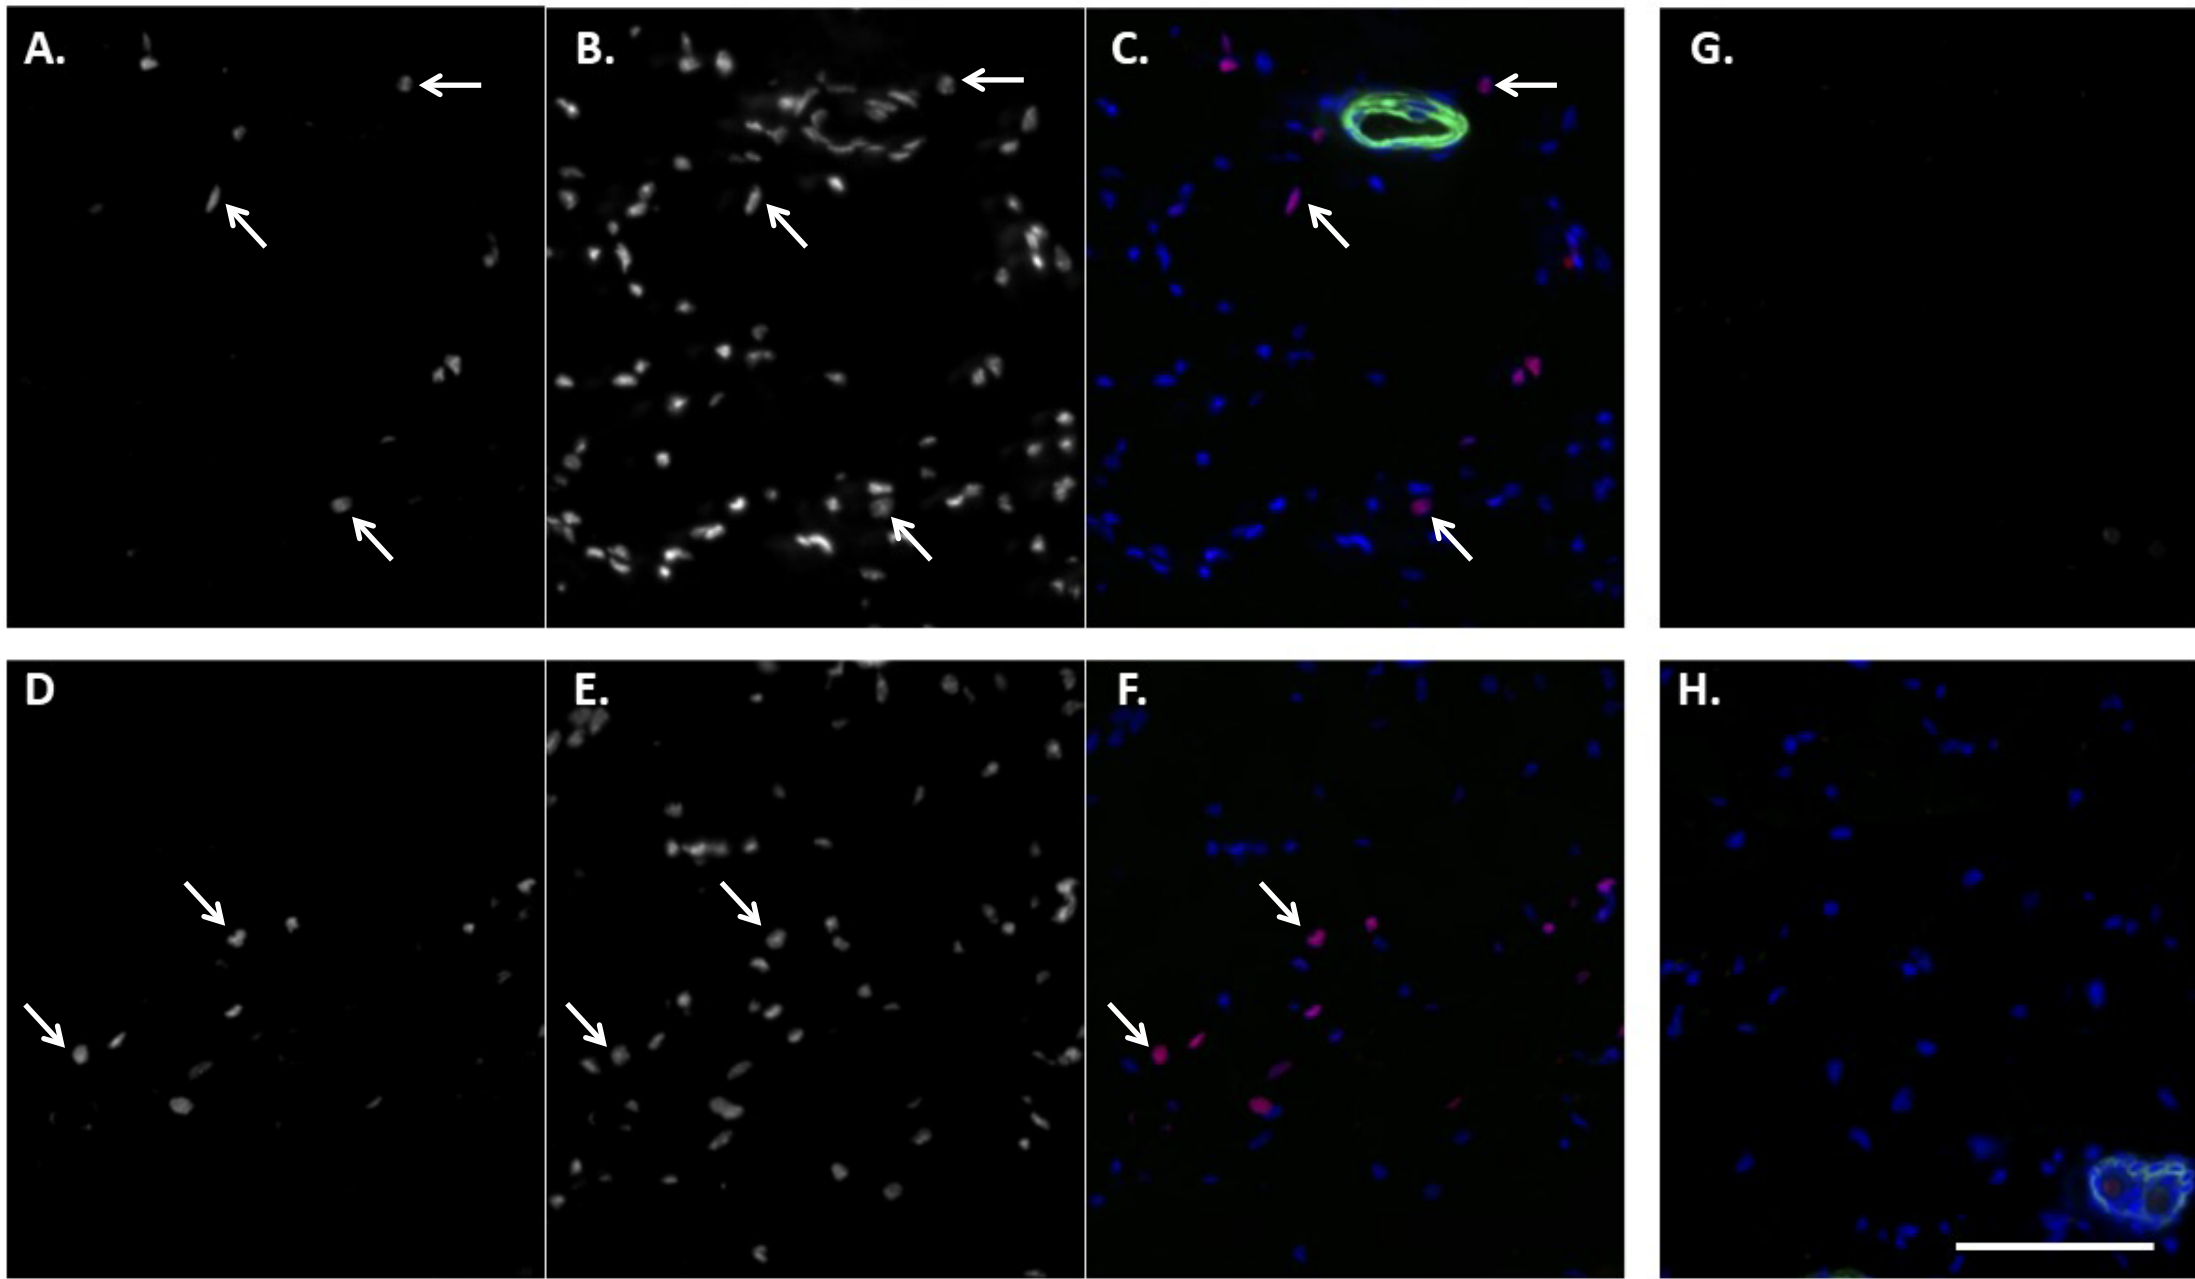

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

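The authors aligned the reads with STAR to mm10, removed low-quality and multi-mapped reads, and counted reads on genes with featureCounts. The deposited table holds these counts for 12 libraries, without normalization. It lists 14533 genes, and 2800 blank rows were dropped. Every listed gene has more than 0.5 CPM in at least 6 mice, so no further filter on low counts was applied. The paper's supplement lists 14533 genes, of which 574 could be compared, and the counts of these 574 are the same as in the deposited table. Libraries were assigned to mice by the library numbers and mouse names in the sample labels and in Supplemental Table S1.

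Counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with genotype as the only term and Benjamini-Hochberg adjustment over all 14533 genes. A gene was counted as altered at an absolute log2 fold change of at least 0.6 and an adjusted p under 0.05. The likelihood ratio test that the paper's methods name was run as an alternative, as was DESeq2 1.42.0. Marker gene lists, 20 in number, were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Single values per mouse, with 6 mice in each group, were compared with exact permutation tests. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

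On simulated counts for 14533 genes of which 200 were changed, the quasi-likelihood test found 168 of the changed genes (84%) and made 4 false calls (2.33% of its calls). The likelihood ratio test found 181 and made 25 false calls (12.1%), and DESeq2 found 177 and made 25 (12.4%). Of changes of 4-fold or more, the quasi-likelihood test found 94.0%. The simulated counts were drawn independently for each gene, without differences between mice that many genes share, such as scraping composition or breeding number. These rates therefore need not hold in the real data.

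Shared sequence was measured as the percentage of a gene's 75-base stretches that occur in transcripts of another gene. Genes to name were chosen from Pparg, every gene the paper names from the sequencing data or lists in Tables 1 to 3, the genes with the largest rises and falls among altered genes whose groups did not overlap, 10 in each direction, genes that check the sex labels, and the most abundant genes of a marker list where the list is discussed. Not every gene under this rule is named, and some genes of Tables 1 to 3 are covered only in the counts for their list. Some genes of the paper's supplemental tables are not reported here. This rule, the main tests and the alternatives were set before the data were examined, except those described as added or chosen later, but after the paper and part of its supplement had been read.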

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

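The tests of other explanations given here were set before their own result was seen. The test of breeding numbers was added after the differences between the groups had been seen. Of 292 groups of 6 mice, 14 had a mouse far from the others, where chance gives about 14.6, so single cases carry little weight. WT replicate 2 accounted for 6 of the 14 and WT replicate 3 for 3.

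In WT replicate 2 the log2 CPM was 2.27 for Il1b, 10.54 for Sprr1a and 1.07 for Ang2, above the other WT mice, and 6.64 for Il1rn and 12.79 for Krt10, below them. The mean log2 CPM of the suprabasal keratinocyte list, 10.76, was also below the other WT mice. Without this mouse 2249 genes were altered in place of 1493. Its Fa2h and Scd3 counts, 3956 and 6723, were far above the 0 to 21 and 0 to 19 of the Pparg-/-epi mice, on the side of the WT mice. It was the one WT mouse that shared a breeding number with a Pparg-/-epi mouse, and genes called from the other 10 mice went the same way between the pair in 51.5% of cases, 42.7% of the higher and 63.4% of the lower genes. A mouse with another skin state, or a scraping of other composition, may explain the pattern. Neither was tested.

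WT replicate 3 had a log2 CPM of 1.37 for Lce3d, 1.95 for Sprr2g and 0.88 for Sprr2f, above the other WT mice. WT replicate 1 had 4.29 for Casp1, and WT replicate 5 had 2.40 for Pglyrp3, below the others. Pparg-/-epi replicate 8 had 2.91 for Elovl3, above the others, and Pparg-/-epi replicate 12 had 4.45 for Gsdmc, below them. Fcer1a in WT replicate 4, at -2.29, was set apart by a single count, the only one in the WT mice. No explanation was tested for these mice.

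Outside the genes the paper discusses, 6.83 was the largest log2 fold change, for Fcer1a, and since its WT counts were at the floor it was at least 10.6-fold higher. Olah followed with 5.01, Adgrg7 with 4.88, Stra6 with 4.46, Stfa3 with 4.25, Tph1 with 4.11, 2300005B03Rik with 4.10, Mrgprx1 with 4.10 and AA467197 with 4.06. Their adjusted p were between 3.64e-05 and 0.00614, and all 6 Pparg-/-epi mice were above all 6 WT mice, by which these genes were chosen. Without WT replicate 2 the log2 fold change was 5.53 for Mrgprx1 and 6.02 for AA467197, which was not altered in female mice alone, and without WT replicate 4 it was 8.05 for Fcer1a. Stra6 reached 5.17 without WT replicate 2, Tph1 4.82 without WT replicate 3, and Stfa3 and 2300005B03Rik 5.01 and 4.78 without WT replicate 1. At most 0.723% of the 75-base stretches of any of them occurs in another gene, which argues against reads from paralogs. Fcer1a, Tph1 and Mrgprx1 are in the mast cell list, whose rise is weighed among the other observations. Of the genes with the largest falls, chosen in the same way, Kel and Gm38403 had Pparg-/-epi counts at the floor and were at least 36.3-fold and 13.6-fold lower. The log2 fold change was -6.18 for 1700029B22Rik, -5.08 for Cyp3a57 and -4.90 for B4galnt2. The adjusted p of these genes were between 2.32e-04 and 0.00487, and Cyp3a57 was not altered in female mice alone. The log2 fold change reached -7.10 for 1700029B22Rik without Pparg-/-epi replicate 12 and -5.85 for Cyp3a57 without Pparg-/-epi replicate 7. No explanation was tested for the genes with the largest falls.

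Of the lists outside the paper's account, the median log2 fold change was 1.14 for endothelium (7 of 7 genes higher, camera adjusted p = 0.0352), 1.11 for proliferation (10 of 10, adjusted p = 2.63e-07) and 1.12 for interferon response (9 of 10, adjusted p = 0.0352). With fry only the proliferation list of these 3 stayed past the threshold (adjusted p = 0.00387), and with an estimated correlation none of the 20 lists did. Of 100 splits of the mice, 86 gave 3 or more lists past the threshold, so the number of lists is what other groupings give. All 10 proliferation genes were altered, with Mki67 at 125.0 ± 55.7 CPM (SD, n = 6) in WT and 343 ± 106 CPM in Pparg-/-epi mice, and the list score did not overlap between the groups (exact permutation test, two-sided, p = 0.00216, the smallest 6 mice against 6 allow). More dividing cells in the epidermis, or in hair follicles of another cycle stage, may explain it. The hair cycle stays open, since the smaller adjusted p of the hair shaft and inner root sheath lists was 0.0591.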

How the results depend on the processing

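The groups share no replicate number. No paired analysis was made, because the WT and Pparg-/-epi mice shared a breeding number in 1 pair and were not otherwise matched. Alternatives were set before the data were examined, except for the scores, the breeding blocks and the comparison outside one breeding number, which were chosen after seeing the data.

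With the likelihood ratio test 1712 genes were altered and with DESeq2, which gave no adjusted p for 90 genes, 1787, and 99.7% and 99.5% of the 1493 genes were among them. RLE normalization gave 1494 genes, upper-quartile normalization 1494 and total counts 1393, and these kept 99.8%, 97.5% and 90.8% of the 1493. edgeR's filterByExpr gave 1456, sex as a covariate 1457, RIN 1411 and age 1390, keeping between 83.7% and 97.3%. The 1.5-fold threshold gave 1527. No gene was altered in opposite directions under any of the alternatives run, and no normalization moved the median of all genes by 0.1 or more on the log2 scale.

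Among the 7 female mice alone, 651 genes were altered, 294 higher and 357 lower, and 37.6% of the 1493 genes were among them. In the same fit the altered genes were 15 of the cytokine-cytokine receptor list, 10 of the cytokine activity list, 4 of the antimicrobial list, 8 of Table 1 and 7 of Table 2. Fewer mice were compared, and that this alone lowered the counts was not tested. With at least 10 counts in every mouse, 12389 genes were tested and 1201 altered, and the lists lost members that fell under the filter: 37 genes of the cytokine-cytokine receptor list, 23 of the cytokine activity list, 10 of the antimicrobial list and 6 of Table 2 were altered. Of the 1178 altered genes that could be tested under the filter, 97.5% were altered again. With the inner root sheath score as a covariate, 935 genes were altered, 441 of them higher. Comparing the Pparg-/-epi mice with the 2 WT mice outside one breeding number gave 389 genes, 166 higher and 223 lower, and 291 of these were among the 1493. The comparison had 2 WT mice, and the cause was not tested further.

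Across the 12 fits that each left out one mouse, the altered genes numbered from 1116 without Pparg-/-epi replicate 9 to 2249 without WT replicate 2, and the higher ones from 512 to 1303. The cytokine activity genes ran from 24 to 42 and the antimicrobial genes from 13 to 21, lowest and highest without the same mice. The hair keratins ran from 0 to 2, with Krt72 altered without WT replicate 2, and Krt32 and Krt75 without Pparg-/-epi replicate 8. The cause was not tested. The separation of the groups in the multidimensional scaling (from 0.576 to 1.11) and the RIN difference (from 0.457 to 1.04) kept their side of the threshold in all 12 fits and under their other alternatives.

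With the likelihood ratio test, 4 genes had a genotype effect that differed between the sexes (646 at an unadjusted p under 0.05), which were Krt16, Krt6b, BC100530 and Tagap1. With RIN as a covariate there was 1, Ifitm6 (1948 at an unadjusted p under 0.05). BC100530, Tagap1 and Ifitm6 are named after their values were seen. Of the 3 marker lists past the threshold with camera, 0 passed with the correlation estimated from the data, where the smallest adjusted p was 0.976, and 1 each passed with sex and with RIN as a covariate. The cause was not tested.

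The single genes whose direction changed passed no threshold before or after the changes given here. The lists whose direction changed did not pass with camera, but the neutrophil list, with a median log2 fold change of 1.44, passed with fry (adjusted p = 0.00226). The log2 fold change of Lor was 0.0456 with sex, 0.193 with RIN and 0.0282 with age as a covariate, and 0.133 in female mice alone. That of Krt10 was 0.00242 with at least 10 counts in every mouse, 0.0643 with sex, 0.254 with RIN and 0.0613 with age as a covariate, and 0.0922 in female mice alone. That of Igflr1 was 0.0764 with RIN and 0.00663 with age as a covariate. With one mouse left out, Pparg ran from -0.32 to 0.86, Xist from -0.31 to 0.45, Lor from -0.221 to 0.0486, Krt10 from -0.198 to 0.0741 and Igflr1 from -0.115 to 0.0154. Among the marker lists, the adjusted p after a change of direction was 0.593 for the hair shaft and 0.258 for the neutrophil list with at least 10 counts in every mouse. It was 0.965 with fry and 0.982 with RIN as a covariate for both the T cell and the basal keratinocyte list, 0.956 with sex as a covariate for the basal keratinocyte list, and 0.926 with RIN as a covariate for the suprabasal keratinocyte list. For sebocyte genes outside Table 2 it was 0.956 with sex, 0.718 with RIN and 0.975 with at least 10 counts in every mouse. The cause was not tested.

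Of the other changes among single genes, 54 were weaker and 26 stronger under the alternatives that kept all mice or took the female mice alone, and 85 were weaker and 18 stronger with one mouse left out. Among single marker lists 10 were weaker and 1 stronger. Ccl7, Ccl17, Ccl19 and Ccl20 lost their adjusted p under 0.05 with total counts and in most fits that left out one mouse, so their calls depend on those settings. Depth limits the fold changes of genes at the floor in a group, such as Fcer1a, Kel and Gm38403, which are given as lower bounds. Of 123 single genes reported, 66 could be tested with at least 10 counts in every mouse, 118 with filterByExpr and 119 with DESeq2, and the others have no value there.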

Differences from the paper's values

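The paper's values and those computed here were on the same scale, and of 178 fold changes compared 1 differed. Supplemental Table S4 of the paper lists a fold change of -1.63 for Il1f5, and the value here was 1.63. None of the alternatives set before the data were examined gave a negative value, and the paper's Table 1 lists it as positive.

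The paper reports 1707 altered genes among 14482, and here 1493 of 14533 were altered. With the likelihood ratio test, which the paper's methods name, there were 1712, and with that test all 63 genes of the cytokine-cytokine receptor list (44 higher) and all 42 of the cytokine activity list were altered, as in the paper. Of the pyroptosis genes of Supplemental Table S6, 8 were altered here and 9 in the paper. The exact p of the RIN difference was 0.310, against about 0.30 in Figure 1C, read by eye. Of 209 adjusted p values in the paper's tables, 192 lay within 2% of those from the likelihood ratio test.

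The paper gives 144 genes of its tables an adjusted p under 0.05, and 14 of them were not altered here. All 14 were altered with the likelihood ratio test. Of those named here, DESeq2 also called Nlrp3, Il1b, Elovl3, Crat, Krt6b, Inhbb, Ang2, Colec11, Il27ra and Csf3r. Leaving out WT replicate 2 called Il1b, Inhbb, Ndp, Ang2, Colec11, Il27ra, Csf3r and Il9r. Leaving out WT replicate 3 called Nlrp3, Elovl3, Crat and Krt6b. Leaving out Pparg-/-epi replicate 8 called Elovl3, and leaving out replicate 12 called Nlrp3, Colec11 and Il27ra. RIN as a covariate called Il1b, Crat, Krt6b, Inhbb and Ang2. Sex as a covariate and the female mice alone each called Krt6b. Of the alternatives chosen after seeing the values, the dermal fibroblast score called Elovl3, Crat, Inhbb, Colec11, Il27ra and Csf3r, the clock score Elovl3, the breeding block Elovl3, Crat and Inhbb, and the comparison outside one breeding number Crat.

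The paper names Cxcl12 among the chemokines that rose, and here its log2 fold change of 1.17 had an adjusted p of 0.327. It was called without WT replicate 2, and under no other alternative run. The paper's text states that Krt14 was not altered, while its Table 3 lists it as higher with an adjusted p under 0.05, and here it was altered, with a log2 fold change of 0.98 (adjusted p = 0.00559). In the comparison outside one breeding number, chosen after seeing the values, Krt14 was not altered (log2 fold change 0.82, adjusted p = 0.161), and it was in all other alternatives run. The paper's Discussion lists Krt6a among lower transcripts, while its Table 3 lists it as higher, and it rose by 2.52 on the log2 scale here and rose in all alternatives run. The paper's text calls Ang2 angiopoietin-2, while its list of antimicrobial genes names it an angiogenin. Gsdma3 is among the altered pyroptosis genes of Supplemental Table S6, although the adjusted p that table lists for it is over 0.05, and here its adjusted p was 0.160; it was called with RIN as a covariate and without WT replicate 2. Table 3 lists Sprr2e, Sprr1a and Sprr4, each with an adjusted p over 0.05, and they were not altered here either (adjusted p = 0.164, 0.129 and 0.407). Sprr2e was called in female mice alone and without WT replicate 3, Sprr1a with RIN as a covariate and without WT replicate 2, and Sprr4 without WT replicate 2. Sprr1a was also called with the breeding block as a covariate (adjusted p = 0.0487), an alternative chosen after seeing the values.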

Other observations

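Tests named here were set before their result was seen, except those of sequencing depth, muscle tissue, and mast cells against scraping depth and other splits. The tests of the scores, breeding numbers, breeding blocks and mast cells were added after the differences between the groups had been seen.

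Of 100 splits of the 12 mice into 6 and 6, the genotype included, 2 gave as many altered genes as genotype, and the other splits had a median of 0. The split that gave more, 2129 genes, set replicates 1, 2, 7, 8, 9 and 11 against 3, 4, 5, 6, 10 and 12. It follows the breeding numbers in all but 2 mice, replicates 10 and 11. The split by earlier and later breeding numbers itself, with 2 WT and 4 Pparg-/-epi mice in the earlier block, gave 1189 genes. With genotype in the model, 1148 genes differed between earlier and later numbers, 197 higher and 951 lower in the later. With the breeding block as a covariate, 1354 genes were altered between the genotypes and 81.6% of the 1493 were altered again, which argues against the 2 blocks as the whole cause. By the larger of the 2 directions in each split, 4 of the 100 splits, the genotype included, reached the 754 higher genes. The same number reached the 739 lower genes. In the smaller direction genotype had 739 genes and no other split more than 504. The genotype alone, 1 of 100, gave as many altered genes in the cytokine-cytokine receptor list, the cytokine activity list, the antimicrobial list, Table 1, Table 2 and Table 3. The paper chose these lists from the same libraries, so these 6 counts do not bear on chance.

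Litter stays open. The paper describes the WT mice as siblings of the Pparg-/-epi mice, and the mouse names share a breeding number across the groups in 1 pair. A breeding number without Pparg-/-epi mice held 4 of the 6 WT mice. Of the 2386 genes called from the other 10 mice, 51.5% went the same way between the WT and the Pparg-/-epi mouse of the shared number, against 44.1% of all genes. The share was 42.7% for the 1374 higher genes and 63.4% for the 1012 lower genes, where 51.1% of all genes were lower in the Pparg-/-epi mouse of the pair. The higher genes did not go with genotype in this pair, and the lower genes did so in part. That test rests on 1 pair, and its WT mouse is WT replicate 2. The pair also differs in sex, with a female WT and a male Pparg-/-epi mouse. In a further test, genes called between the 4 WT mice of that number and 3 Pparg-/-epi mice were followed in each of the other WT mice against the remaining 3 Pparg-/-epi mice. They went the same way in 53.2% and 36.5% of cases with the Pparg-/-epi mice taken one way round, against 48.0% and 38.6% of all genes. The other way round the shares were 94.2% and 87.9%, against 70.0% and 65.6% of all genes, so the test leaves an effect of breeding number open. Breeding number and genotype may both contribute. For these genes they cannot be told apart, because the breeding numbers are confounded with the groups.

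Other explanations of the altered genes were weighed. Total counts did not separate the groups (exact permutation test, two-sided, p = 0.965), and neither did the share of the 10 most abundant genes (exact permutation test, two-sided, p = 0.374). The genes altered again in the same direction were 83.7% with RIN as a covariate, 91.4% with sex, 96.8% after removing a trend with gene length and 95.4% after removing one with GC content, which argues against each as the whole cause. The fat, muscle, fibroblast and endothelium scores did not separate the groups (smallest exact permutation p = 0.0606, for endothelium). With the fibroblast score as a covariate 87.3% of the genes were altered again. All 7 endothelium genes were higher, however (camera adjusted p = 0.0352), and the endothelium score was not tried as a covariate. A deeper scraping in Pparg-/-epi mice therefore stays open. A score of clock genes did not separate the groups either (exact permutation test, two-sided, p = 0.418), and 88.5% were altered again with it. The inner root sheath score left 58.9%, the fewest of these, so part of the differences may go with hair follicle content. Calls may also be lost to the added term alone, which was not tested. The stage of the hair cycle (0.0591, the smaller adjusted p of its 2 lists) cannot be told apart from genotype with these mice.

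From these counts alone, loss of whole sebaceous cells and fewer transcripts per cell cannot be told apart. The 5 sebocyte genes outside Table 2 that the table holds went both ways, with a median log2 fold change of -0.38 and a range from -1.75 to 0.70. By histology and Oil Red O staining, the paper reports neither visible sebaceous glands nor lipid-laden gland cells in these mice. It allows that glands may go unseen because sebum lipids are not formed. More immune cells as a source of the inflammatory transcripts are also left open by the counts, while the paper reports no significant inflammatory infiltrate in non-lesional skin. The T cell list had a median of -0.20 with 4 genes higher and 4 lower, the myeloid list 0.28 and the neutrophil list 1.44 with 3 of 4 genes higher. The neutrophil score did not overlap between the groups (exact permutation test, two-sided, p = 0.00216), but it rests on these 4 genes, of which the most abundant, Mmp9, was lower, so more neutrophils stay open. Skeletal muscle genes were lower, with a median of -3.84, but without WT replicate 5 the median was 0.40, so muscle tissue in that scraping is a candidate explanation. Of the most abundant genes of these lists, Far1 was at 43.6 CPM in WT and 47.1 CPM in Pparg-/-epi mice, Cd3g at 32.3 and 23.4, Lyz2 at 94.1 and 119, Mmp9 at 30.4 and 15.2, and Myh4 at 808 and 30.3.

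A mast cell list was written after 11 of its genes, Fcer1a, Tph1 and Mrgprx1 among them, had been seen. The table holds 20 of its genes, with a median log2 fold change of 1.46. Of the list, 12 genes were altered and higher and 2 were altered and lower, Mrgprb2 by 1.45 and Hpgds by 1.60. Its score did not overlap between the groups (exact permutation test, two-sided, p = 0.00216), and 1 of 100 splits gave a median as large, the genotype itself. The 11 genes seen beforehand carry this, so neither value bears on chance. Fcer1a, at the floor in WT mice, lay above the median at its lower bound too, and Hdc is also in the neutrophil list. The most abundant genes of the list, Hpgds, Rab27b and Cd63, were at 223, 112 and 69.4 CPM in WT and 73.3, 118 and 95.1 CPM in Pparg-/-epi mice. The 9 others had a median of 0.45 (exact permutation test of their score, two-sided, p = 0.197). With the dermal fibroblast score as a covariate the median of the list was 1.40 and 12 genes were altered and higher, and 14 of the 20 genes rose by more than any dermal fibroblast gene, of which the highest was at 0.57. As far as fibroblast genes mark depth, this argues against a deeper scraping as the whole cause. The mast cell score minus the fibroblast score, however, did not separate the groups (exact permutation test, two-sided, p = 0.223). More mast cells may be present, and this cannot be told apart from changed transcripts per cell, since the 9 other genes did not separate the groups.

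Within the groups, 0 of 5 clock genes followed Arntl across the 12 mice in the stated direction after adjustment. Pearson's r was -0.352 for Cry1, 0.281 for Nfil3, -0.612 for Hlf, -0.139 for Usp2 and -0.594 for Wee1 (permutation tests, adjusted p = 0.477, 0.477, 0.182, 0.695 and 0.182), and Spearman's rho was -0.434, 0.343, -0.503, 0.00699 and -0.573 (adjusted p = 0.278, 0.372, 0.278, 0.992 and 0.278). Without the 2 mice farthest from the median of Arntl, r was -0.0822, 0.338, -0.486, -0.419 and -0.440. With 12 mice this leaves time of day open as a source of the spread.

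The other lists did not pass the threshold with camera. Their median log2 fold changes and adjusted p were -0.49 and 0.681 for adipocyte, -3.84 and 0.374 for skeletal muscle, -0.05 and 0.374 for dermal fibroblast, 0.84 and 0.196 for hair shaft, 1.44 and 0.0591 for inner root sheath, 1.55 and 0.345 for melanocyte, -0.20 and 0.890 for T cell, 0.28 and 0.324 for myeloid, 1.44 and 0.280 for neutrophil, 0.08 and 0.886 for erythroid, -0.10 and 0.920 for basal keratinocyte, -0.06 and 0.886 for suprabasal keratinocyte, -0.35 and 0.584 for PPAR gamma target, -0.43 and 0.196 for circadian clock, -0.38 and 0.955 for sebocyte not in Table 2, -0.13 and 0.374 for cholesterol synthesis, 0.01 and 0.810 for ribosomal protein. With fry the neutrophil list passed (adjusted p = 0.00226).

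Igflr1 had a log2 fold change of -0.04 (standard error 0.17, adjusted p = 0.920), and 91.2% of its 75-base stretches occur in another gene, so its counts are uncertain. Gpr15 is not among the genes listed. The paper reports both in whole skin by another method.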
